# Generation of a CRISPR activation mouse that enables modelling of aggressive lymphoma and interrogation of venetoclax resistance

**DOI:** 10.1038/s41467-022-32485-9

**Published:** 2022-08-12

**Authors:** Yexuan Deng, Sarah T. Diepstraten, Margaret A. Potts, Göknur Giner, Stephanie Trezise, Ashley P. Ng, Gerry Healey, Serena R. Kane, Amali Cooray, Kira Behrens, Amy Heidersbach, Andrew J. Kueh, Martin Pal, Stephen Wilcox, Lin Tai, Warren S. Alexander, Jane E. Visvader, Stephen L. Nutt, Andreas Strasser, Benjamin Haley, Quan Zhao, Gemma L. Kelly, Marco J. Herold

**Keywords:** Genetic engineering, Cancer, Lymphoma

## Abstract

CRISPR technologies have advanced cancer modelling in mice, but CRISPR activation (CRISPRa) methods have not been exploited in this context. We establish a CRISPRa mouse (*dCas9a-SAM*^*KI*^) for inducing gene expression in vivo and in vitro. Using *dCas9a-SAM*^*KI*^ primary lymphocytes, we induce B cell restricted genes in T cells and vice versa, demonstrating the power of this system. There are limited models of aggressive double hit lymphoma. Therefore, we transactivate pro-survival BCL-2 in *Eµ-Myc*^*T/+*^*;dCas9a-SAM*^*KI/+*^ haematopoietic stem and progenitor cells. Mice transplanted with these cells rapidly develop lymphomas expressing high BCL-2 and MYC. Unlike standard *Eµ-Myc* lymphomas, BCL-2 expressing lymphomas are highly sensitive to the BCL-2 inhibitor venetoclax. We perform genome-wide activation screens in these lymphoma cells and find a dominant role for the BCL-2 protein A1 in venetoclax resistance. Here we show the potential of our CRISPRa model for mimicking disease and providing insights into resistance mechanisms towards targeted therapies.

## Abstract (web summary)

Modelling of aggressive lymphomas, such as double hit lymphoma, has been challenging. Here the authors engineer a CRISPR activation mouse to enable the generation of these aggressive lymphomas and identify the pro-survival BCL-2 protein A1 as a venetoclax resistance factor.

## Introduction

The CRISPR/Cas9 system is an elegant tool for genome engineering. While initial usage was restricted to mutation induced loss-of-function applications, recent advances have facilitated more sophisticated forms of genetic manipulation. One example is the CRISPR activation (CRISPRa) system which utilises a Cas9 variant lacking its enzymatic activity (dCas9), thereby converting Cas9 to an inert DNA-binding protein scaffold^1^. Fusion of the VP64^2^ activation domain to dCas9 produces a transcriptional activator that can be targeted to any promoter of any gene through a sequence specific single guide RNA (sgRNA) in the presence of a protospacer adjacent motive (PAM, NGG) located downstream of the sgRNA binding sequence^3–5^. Early reports showed promising results for gene activation using dCas9-VP64 at some genetic loci, but low to no gene induction at others^3–6^. This inconsistency across different genomic loci sparked the development of more potent dCas9 transactivators^7–10^. One such effective CRISPRa system is the Synergistic Activation Mediator (SAM). It relies on the dCas9-VP64 fusion protein and two additional transcriptional activator domains, p65 and HSF1, that can be recruited into the complex by the MS2 RNA binding protein through loops in the sgRNA scaffold, leading to strong induction of expression of targeted genes^9^.

An exciting application of CRISPRa is the potential to model complex human diseases^11^. Cancer is a highly heterogenous disease with many different signalling pathways deregulated within the same cancer type^12^. The ability to create pre-clinical disease models that faithfully reflect the hallmarks of human disease is critical for the identification of specific cancer drivers and/or therapy resistance factors^13^. However, mouse models that accurately mimic aggressive lymphomas, such as double hit lymphoma (DHL), an aggressive subset (~10%) of diffuse large B cell lymphomas (DLBCLs) that express high levels of both c-MYC and BCL-2 due to chromosomal translocations, are lacking^14,15^. Previous attempts to model this disease were limited to humanised or human xenograft models^16–18^, which are less amenable to genetic modifications and require an immune compromised environment. Other approaches using *Eµ-Myc/Eµ-Bcl-2* double transgenic mice^19^ or ectopic expression of BCL-2 in a *Eµ-Myc* transgenic background^20^ failed to recapitulate DHL, the former instead giving rise to lymphoid progenitor tumours.

Here we demonstrate the utility of a CRISPRa mouse model and its applicability in primary cells of the haematopoietic system. Initially, we show gene induction in primary B and T cells derived from the heterozygous and homozygous *dCas9a-SAM*^*KI*^ mice transduced with sgRNAs targeting genes such as CD19 and CD4. While these genes can be further induced in their respective lineages, we are also able to express B cell specific genes in the T cell lineage and vice versa. To test the suitability of our CRISPRa mouse for generating disease models, we induce MDM2 expression (the natural antagonist of the tumour suppressor TRP53) in haematopoietic stem and progenitor cells (HSPCs) from CRISPRa enabled *Eµ-Myc* transgenic mice. Following transplantation of these cells into lethally irradiated mice, accelerated tumour onset is observed compared to mice transplanted with control sgRNA transduced HSPCs from CRISPRa enabled *Eµ-Myc* transgenic mice. Next we set out to develop an aggressive lymphoma model, similar to DHL. This is achieved through activation of endogenous BCL-2 expression in *Eµ-Myc/dCas9a-SAM*^*KI/+*^ HSPCs followed by their transplantation into lethally irradiated mice. Rapid and aggressive lymphomas develop that are characterised by CD19/B220 double positive tumour cells and the expression of high levels of both c-MYC and BCL-2, which are all markers of human DHL^21^. These lymphomas are highly sensitive to treatment with venetoclax, the BH3-mimetic drug that specifically binds and inhibits pro-survival BCL-2. Venetoclax is FDA approved for the therapy of Chronic Lymphocytic Leukemia (CLL) and Acute Myeloid Leukemia (AML) and is in clinical trials for several other cancers^22^. Identifying resistance factors to venetoclax therapy is therefore an area of great clinical relevance. Whilst CRISPR gene knock-out screens have identified TRP53 loss and other factors that are mediators of venetoclax resistance^23,24^, no studies have utilised CRISPRa to investigate genes that can confer venetoclax resistance when upregulated from their endogenous promoters. Cell lines derived from our CRISPRa mouse model of aggressive DHL-like lymphomas that are highly sensitive to venetoclax provide an ideal platform to perform genome-wide CRISPRa screens for identifying resistance factors. These screens reveal a dominant role for the relatively poorly studied pro-survival protein A1 (called BFL-1 in humans) in conferring potent resistance to venetoclax.

## Results

### Establishment of a robust CRISPR activation platform

CRISPRa has the potential to be used for the development of accurate disease models because the induction of oncogenic driver genes from their endogenous promoters is physiologically more relevant compared to overexpression of a gene with cDNA constructs. We therefore sought to establish a robust and widely applicable CRISPRa system for the generation of faithful pre-clinical cancer models and the identification of targets that could be translated into improved therapies for cancer patients. We adapted the SAM system originally described in a two-vector configuration to be expressed from a single construct to achieve similar expression of all the components required for CRISPR mediated gene induction^9^. To this end, we linked the dCas9-VP64 via a T2A sequence to the MS2-p65-HSF1 expression cassette (Fig. 1a). In addition, we incorporated an eGFP sequence as a marker via a second T2A sequence downstream of the dCas9-VP64-T2A-MS2-p65-HSF1 coding sequence. We incorporated this cassette into a lentiviral vector for ease of manipulating cells^25^. To validate the efficiency of this CRISPRa cassette in vitro, we introduced lentiviral vectors encoding the CRISPRa cassette and one of three unique sgRNAs targeting the *Bcl-2* promoter into cell lines derived from the *Eµ-Myc* transgenic mouse model of lymphoma^26^ (Supplementary Fig. 1a). Western blot analysis of two independent lymphoma cell lines confirmed that all sgRNAs caused a substantial increase in BCL-2 expression, detectable even before puromycin selection of sgRNA-transduced cells (Fig. 1b and Supplementary Fig. 1b).

**Fig. 1:**
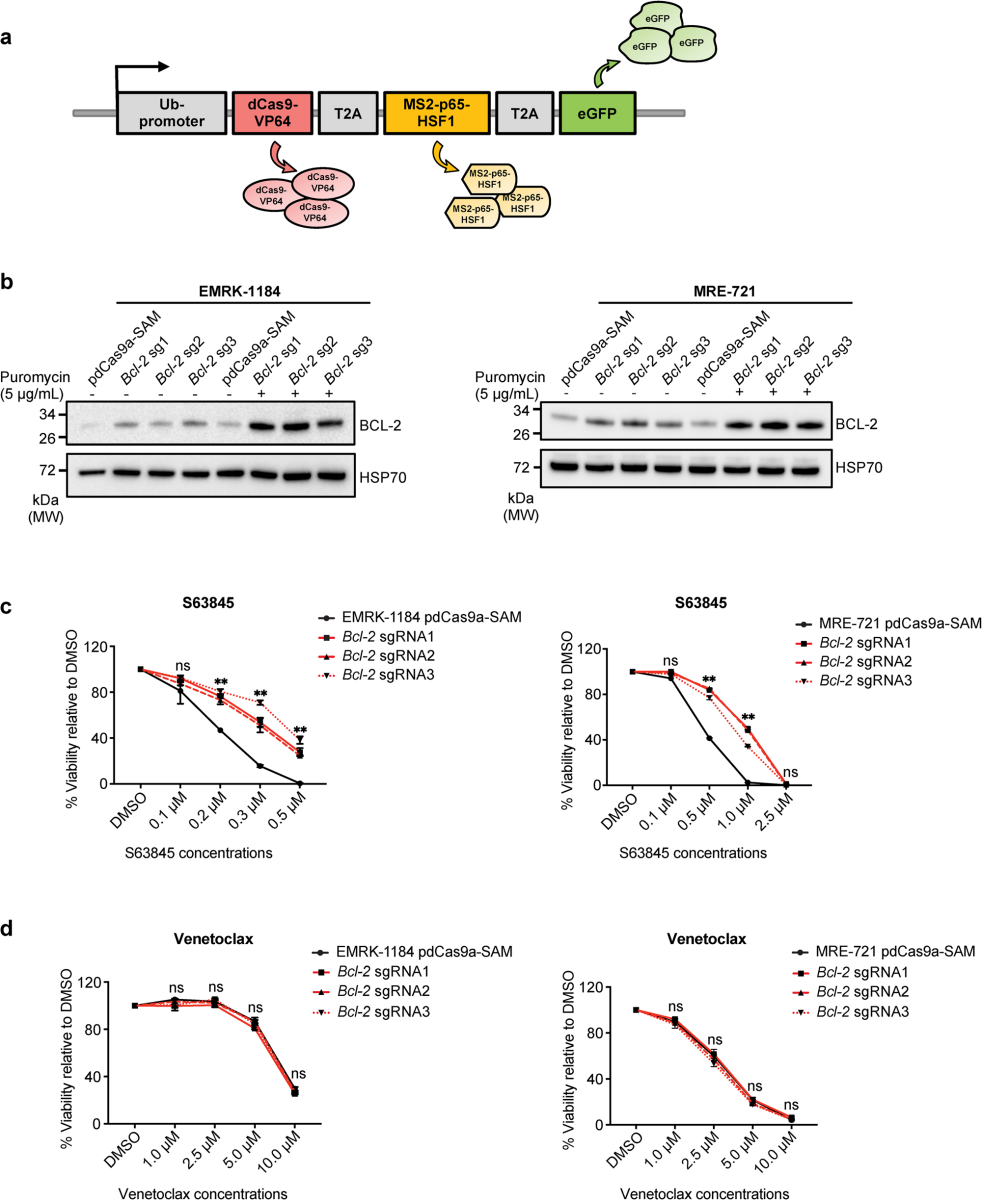
Generation and validation of pdCas9a-SAM construct in *Eµ-Myc* lymphoma cell lines. **a** Schematic representation of the pdCas9a-SAM lentiviral construct. **b** Western blot analysis for BCL-2 in manipulated *Eµ-Myc* lymphoma cell lines. EMRK-1184 or MRE-721 *Eµ-Myc* lymphoma-derived cell lines were transduced with pdCas9a-SAM only or pdCas9a-SAM plus *Bcl-2* sgRNAs. Cell lysates were harvested from transduced cell lines, before or after puromycin-selection and expression of the indicated proteins was examined by Western blotting. Probing for the heat shock protein 70 (HSP70) served as a loading control. 2 independent experiments were performed showing similar results. **c**, **d** Viability of *Eµ-Myc* lymphoma cell lines transduced with pdCas9a-SAM only or pdCas9a-SAM plus *Bcl-2* sgRNAs. Cells were treated with the MCL-1 inhibitor S63845 or the BCL-2 inhibitor venetoclax at the indicated drug concentrations. Cell viability was determined at 24 h by propidium iodide (PI) staining and subsequent flow cytometric analysis. Data are represented as mean ± SD, *n* = 3 independent experiments. The statistical significance was determined using two-way ANOVA test with EMRK-1184 pdCas9a-SAM or MRE-721 pdCas9a-SAM cells serving as the control. Exact *P* values are provided in the Source Data file. Overall *P* values are shown as ns = no significant difference, **P < 0.01. Source data are provided as a Source Data file.

*Eµ-Myc* lymphomas are highly reliant on the pro-survival protein MCL-1 for their sustained survival^27–29^. The elevated BCL-2 expression observed in the CRISPRa transduced lymphoma cells substituted for MCL-1 and hence increased resistance to the MCL-1 selective inhibitor S63845 (Fig. 1c). Interestingly, the enforced expression of BCL-2 in these lymphoma cells did not sensitise them to the BCL-2 inhibitor venetoclax (Fig. 1d), likely because these tumour cells did not develop under conditions of high BCL-2 expression and therefore do not depend on BCL-2 expression for continued survival. These experiments confirmed that our CRISPRa cassette could induce strong upregulation of targeted genes in cell lines in vitro but also highlighted the limitations of using established cell lines for studies relevant to more sophisticated cancer models. We therefore sought to progress this system to an in vivo setting, by generating transgenic mice with a similar configuration for CRISPRa mediated transcriptional upregulation.

### Generation of CRISPRa transgenic mice

For flexible expression of the CRISPRa system in vivo, we targeted the dCas9-VP64-T2A-MS2-p65-HSF1 cassette into the ubiquitously expressed *Rosa26* locus. We used the CTV vector^30^, which has a loxP flanked stop cassette between the CAG promoter and the cDNA, allowing for temporal or cell type specific induction of gene expression upon CRE mediated deletion (Fig. 2a). Crossing the CRISPRa transgenic mice to a CRE deleter mouse strain removed the stop cassette, allowing expression of the CRISPRa components in all tissues. We refer to the resulting strain as *dCas9a-SAM*. Transgene insertion and expression were confirmed by long range PCR (LR-PCR) and Southern Blotting on DNA isolated from *dCas9a-SAM* transgenic mice, and flow cytometric analysis for eGFP on cells isolated from the thymus, spleen, bone marrow and lymph nodes (Fig. 2b, c and Supplementary Fig. 2). Moreover, intracellular staining and flow cytometric analysis of thymocytes and bone marrow cells, and Western blot analysis of liver, kidney and heart with Cas9-specific antibodies, confirmed that the CRISPRa components were expressed in diverse tissue types (Fig. 2d and Supplementary Fig. 3a–c).

**Fig. 2:**
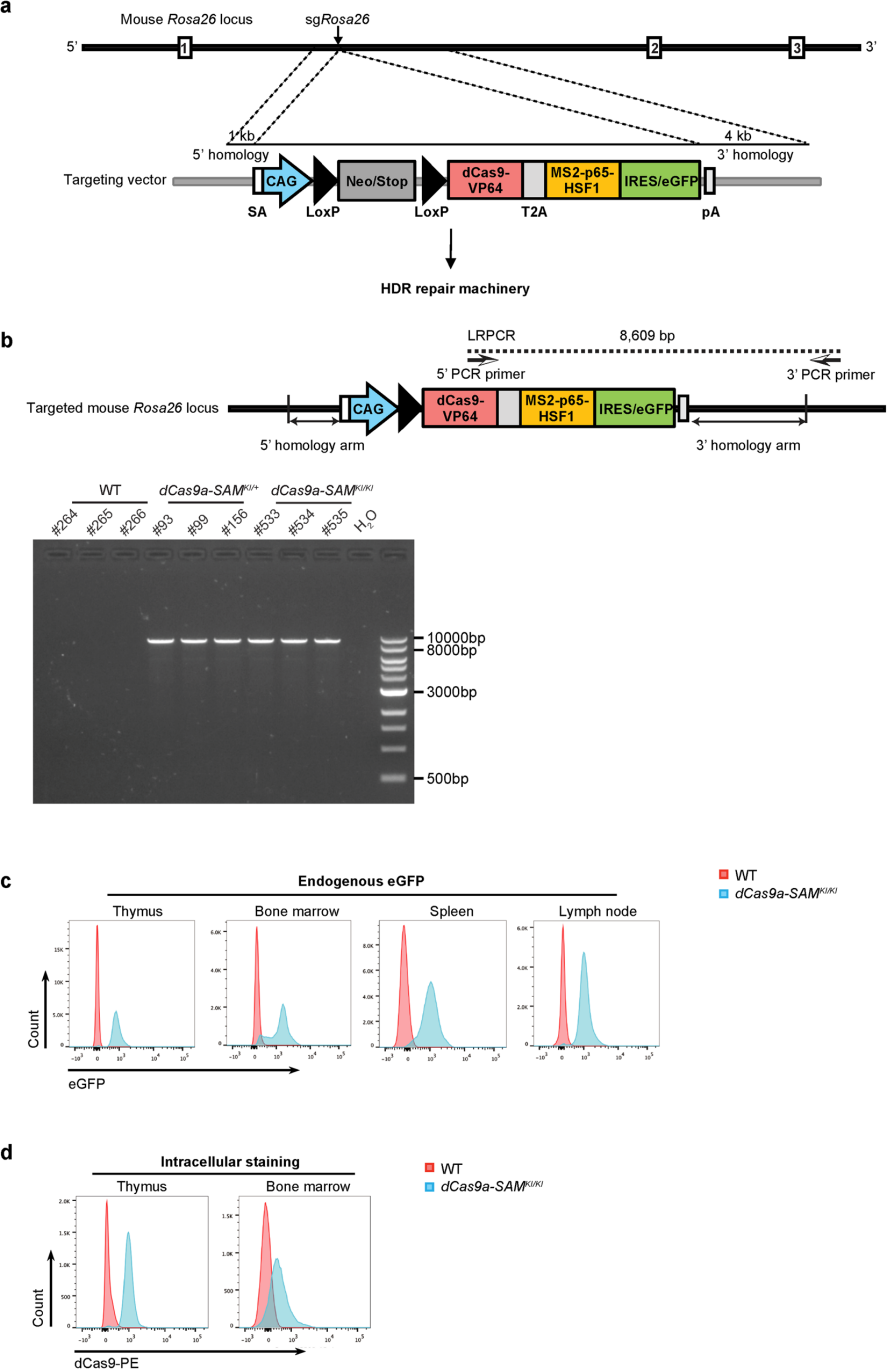
Establishment and validation of *dCas9a-SAM*^*KI/KI*^ mice. **a** Strategy for targeting of the dCas9a-SAM cassette into the mouse *Rosa26* locus using CRISPR/Cas9 technology. Repair of the DNA cut by endogenous homology-directed repair (HDR) mechanism using homology sequences present in the pRosa26-dCas9a-SAM vector enables the insertion of the dCas9a-SAM cassette into the *Rosa26* locus. **b** Long range PCR (LR–PCR) based validation of dCas9 expression in *dCas9a-SAM* transgenic mice. The expected product is 8609 bp. 2 independent experiments were performed showing similar results. **c**, **d** Representative flow cytometry data on eGFP expression or intracellular dCas9 staining in the indicated haematopoietic tissues derived from wildtype (WT, negative control) or *dCas9a-SAM*^*KI/KI*^ mice. 3 WT mice and 4 *dCas9a-SAM*^*KI/KI*^ mice were used for the analysis showing similar results. Source data are provided as a Source Data file.

Since the dCas9 protein is fused to the VP64 activation domain, we next sought to determine whether the constitutive expression of a transcriptional activator protein had any impact on the cellular composition of the mice. We analysed the haematopoietic compartment because it is particularly sensitive to cytotoxic stress and even subtle changes in gene expression. We found that homozygous *dCas9a-SAM*^*KI/KI*^ mice showed no differences in numbers of the different immune cell subsets in the thymus, bone marrow, spleen and lymph nodes compared to wildtype mice (Supplementary Fig. 4). Importantly, aged (older than 12 months) *dCas9a-SAM*^*KI/KI*^ mice showed no signs of disease, further confirming that constitutive expression of the CRISPRa system in all tissues of the animals does not cause marked toxicity or substantive changes to the proportions of all tested cell types. 

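RNA was sequenced from 10 MEF libraries. MEFs are fibroblasts grown from mouse embryos. Of the 10 libraries, 2 came from WT MEFs, 2 from *dCas9a-SAM* KI/+ MEFs without an sgRNA, 2 from *dCas9a-SAM* KI/+ MEFs with sgNT and 4 from *dCas9a-SAM* KI/+ MEFs with sgRNAs for *Bcl-2*. The sample labels number 2 MEF lines in each of these groups, so that the 4 sg*Bcl-2* libraries are 2 from each line, and they give the genotype without the number of cassette copies, which is taken from the paper. Reads counted on genes were 18854501 and 26319819 in the 2 WT libraries, 23206080 and 23252836 without an sgRNA, and 20523096 and 24167577 with sgNT. The 4 sg*Bcl-2* libraries had between 23148385 and 26560233 reads, with a median of 24040124. The authors aligned the reads to the mouse genome GRCm38, counted them per gene and deposited CPM values, that is, reads for every 1000000 reads counted on the listed genes, for 25869 genes. These values carry no log and no further scaling factor, and the authors' filter on low counts and voom weights are not part of them. In every library, 100% of the values were whole multiples of the value of 1 read, so the read counts could be recovered. For the comparisons, CPM values were scaled by the trimmed mean of M-values (TMM), a pseudocount of 0.1 CPM was added and log2 was taken. Genes that passed edgeR's expression filter on the recovered reads were fitted with limma's linear model and moderated by empirical Bayes with a mean-variance trend, and p-values were adjusted by the method of Benjamini and Hochberg over all tested genes. The log2 fold changes are therefore on the scale of log2(CPM + 0.1) and understate the change of genes with few reads.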

Finally, we performed RNA-seq analysis on wildtype (WT) and *dCas9a-SAM*^*KI/+*^ mouse embryonic fibroblasts (MEFs) transduced with a non-targeting control sgRNA (sgNT) to verify that our CRISPRa system does not inherently induce off-target gene activation (Supplementary Fig. 3d). 

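The 2 sgNT libraries were compared with the 2 WT libraries over 14560 genes. The number of genes with an adjusted p-value under 0.05 was 0, and the smallest adjusted p-value from limma was 0.676. At an unadjusted p-value under 0.05 there were 589 genes, 4% of those tested. The gene with the smallest p-value, named here after its values were seen, was *Cxcl5* (Entrez gene 20311, chromosome 5 of GRCm38 from 90759298 to 90761625), which had 75.3 ± 10.1 CPM (SD, n = 2) with sgNT and 3.22 ± 0.656 CPM (SD, n = 2) in WT MEFs. Its log2 fold change was 4.52 with a standard error of 0.265 (adjusted p = 0.676, limma), and its adjusted p-value lay between 1.49e-27 (DESeq2) and 0.781 (limma without a scaling factor) across the alternatives. *Cxcl5* had 12.6 and 6.45 CPM in *dCas9a-SAM* KI/+ MEFs without an sgRNA and between 123.8 and 342.5 CPM with sg*Bcl-2*. Most of its rise was therefore not seen with the cassette alone. The labels name no sgRNA for the WT MEFs, so sgNT against WT does not separate the cassette from the sgRNA vector. The sgNT and WT means of 1614 genes were at least 2-fold apart. The count of 0 moved most, to 146 genes, in a limma-voom fit over all 20 libraries that was chosen after the data were seen. DESeq2 with its size factors called 88 genes, 59 higher and 29 lower with sgNT. On data simulated with the spread of these 4 libraries, the limma test called 0 of 200 genes changed 4-fold and 180 of 200 changed 16-fold. DESeq2 called 136 of the 200 genes changed 4-fold, together with 85 unchanged genes. Changes of 4-fold were thus below what the limma test detects with these 2 libraries in each group. The paper made this comparison to verify that the CRISPRa system does not by itself activate off-target genes, and rests its conclusion on the difference between these 2 profiles.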

Importantly, this analysis showed no major differences in the transcriptional expression profile between the WT and *dCas9a-SAM*^*KI/+*^/*sgNT* expressing cells.

Next, we assessed the efficiency of the CRISPRa components for the activation of targeted gene expression in primary cells derived from the *dCas9a-SAM* mice. To this end, we stimulated purified naïve B cells or splenocytes isolated from *dCas9a-SAM*^*KI/KI*^ mice with LPS or Concanavalin A plus Interleukin-2 for the generation of activated B or T cell blasts, respectively. We then transduced these cells with the *Bcl-2* sgRNA1 construct (that co-expresses puromycin resistance) and selected transduced cells with puromycin for 2 days. Analysis of BCL-2 expression by intracellular flow cytometry and Western blotting revealed upregulation of BCL-2 in both activated B and T cells (Fig. 3a).

**Fig. 3:**
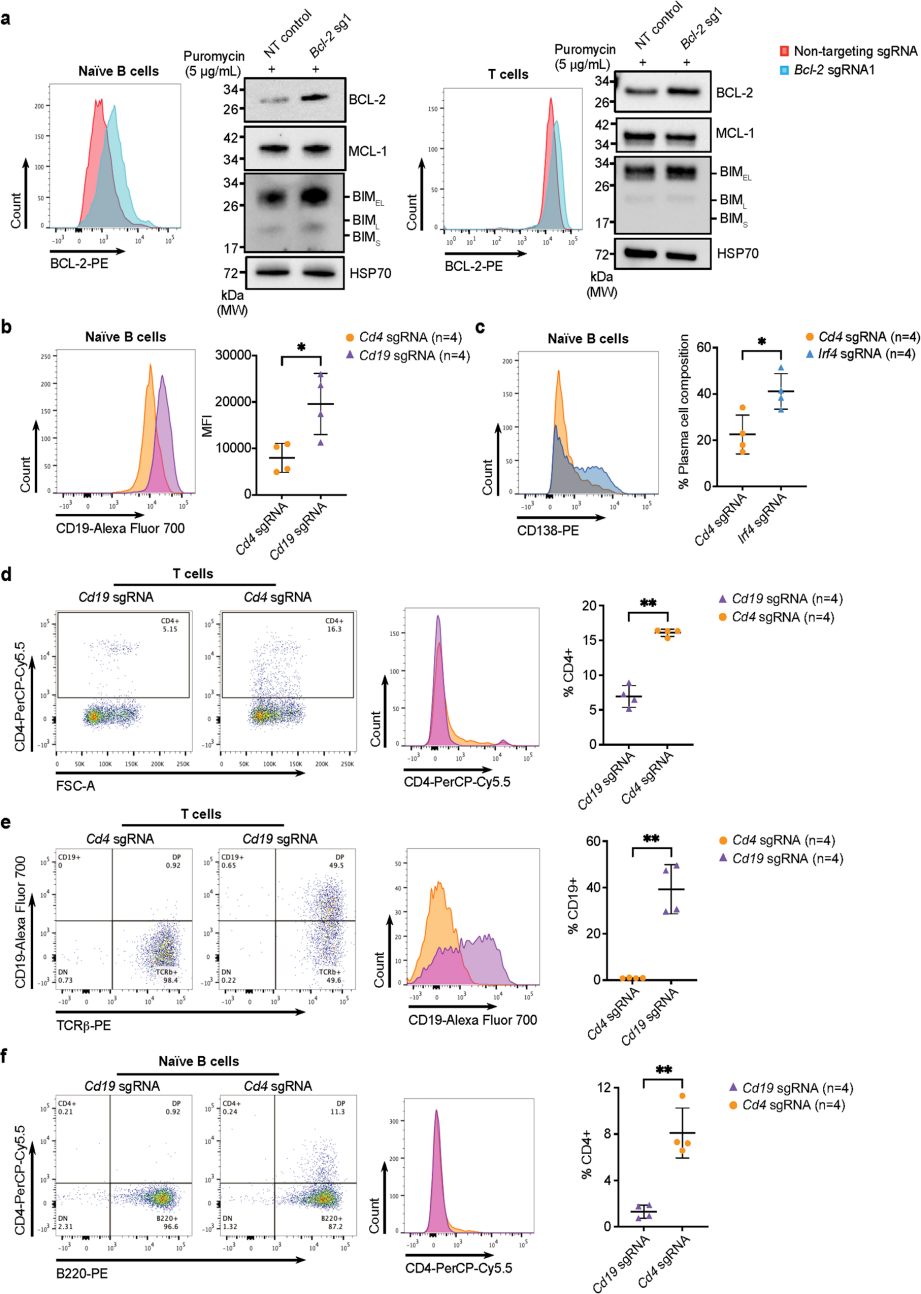
Induction of robust gene expression in primary murine B cells and T cells. Naïve B cells or splenocytes were isolated from the *dCas9a-SAM*^*KI/KI*^ mice and cultured in vitro in medium containing LPS or ConA plus IL2, respectively. **a** Mitogen activated B or T cells were transduced with the *Bcl-2* sgRNA1 and selected with 5 µg/mL puromycin for 2 days. Robust BCL-2 expression was validated by intracellular staining for BCL-2 protein by FACS and by Western blot analysis. Probing for HSP70 served as a loading control on Western blots. 3 independent experiments were performed showing similar results. **b**, **c** Activated B cells were transduced with *Cd19* or *Irf4* sgRNAs. The expression of CD19 or CD138 (impacted by IRF4 expression) was analysed by flow cytometry. Cells transduced with *Cd4* sgRNAs served as a negative control. Data are presented as mean ± SD, *n* = 4 independent experiments. The statistical significance was determined by two-sided student’s *t*-test. *P* = 0.0189 (**b**), *P* = 0.0170 (**c**), *P < 0.05. **d**, **e** Activated T cells were transduced with *Cd4* or *Cd19* sgRNAs. T cells were gated on TCR β^+^. The expression of CD4 or CD19 was analysed by flow cytometry. Cells transduced with *Cd19* sgRNAs served as negative controls for CD4 upregulation and vice versa. Data are presented as mean ± SD, *n* = 4 independent experiments. The statistical significance was determined by two-sided student’s *t*-test. *P* < 0.0001 (**d**), *P* = 0.0004 (**e**), **P < 0.01. **f** Activated B cells were transduced with *Cd4* sgRNAs. B cells were gated on B220^+^. The expression of CD4 was analysed by flow cytometry. Cells transduced with *Cd19* sgRNAs served as the negative control. Data are presented as mean ± SD, *n* = 4 independent experiments. The statistical significance was determined by two-sided student’s *t*-test. *P* = 0.0009, **P < 0.01. Source data are provided as a Source Data file.

To assess the potential of the CRISPRa system for targeting various genes, we introduced sgRNAs for CD19 or IRF4 into B cells. As expected, CD19-specific sgRNAs elevated surface expression of CD19 above the basal level, while introducing sgRNAs for IRF4, known to induce differentiation of B cells into plasma cells^31^, enhanced the frequency of cells positive for the plasma cell marker CD138 (Fig. 3b, c). Similarly, transducing activated T cells with sgRNAs targeting the CD4 promoter enhanced expression of CD4 on the cell surface (Fig. 3d). Since these genes are already transcriptionally active in B cells or T cells, we next challenged our CRISPRa system by attempting to induce expression of genes that are normally transcriptionally silent in these cells. We first introduced sgRNAs targeting the B cell marker CD19 into T cells. Remarkably, this elicited CD19 expression in almost 50% of T cells (Fig. 3e). Similarly, introduction of sgRNAs targeting the T cell specific CD4 gene promoter into B cells resulted in B cells with CD4 expression (Fig. 3f). In addition, we were able to induce gene expression in cells derived from heterozygous *dCas9a-SAM*^*KI/+*^ mice, i.e. CD19 in T cells, CD4 in B cells and BCL-2 in MEFs (Supplementary Fig. 5a–c). This confirms that a single copy of the CRISPRa system is able to achieve activation of these normally silenced genes and that we can induce gene expression in diverse tissue types. These data demonstrate that we have developed a CRISPRa mouse model that displays no detectable toxicity yet has the potency required to induce the expression of targeted genes in primary cells, even of genes that are normally silenced within a specific cell type.

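*Bcl2* (Entrez gene 12043) lies on chromosome 1 of GRCm38 from 106538176 to 106714290. In the RNA-seq data of *dCas9a-SAM* KI/+ MEFs it had 58.8 ± 12.9 CPM (SD, n = 4) with sg*Bcl-2* and 13.5 ± 0.180 CPM (SD, n = 2) with sgNT. The 4 sg*Bcl-2* libraries had 67.9 and 48.6 CPM in MEF line 1 and 46.8 and 71.8 CPM in MEF line 2, and each was above both sgNT libraries. The log2 fold change was 2.17 with a standard error of 0.187 (adjusted p = 0.00118, limma). The 4 libraries come from only 2 MEF lines. Neither the labels nor the paper says whether the 2 libraries of a line are 2 guides or 2 cultures. The SD may therefore include a difference between guides. Same-numbered lines of the sgNT and sg*Bcl-2* groups deviated together, with a correlation across genes of 0.326, or 0.162 without the genes on X and Y, where genes are not independent replicates. With the line number as a replicate block, the log2 fold change was 2.17 (adjusted p = 0.00105, limma). With the libraries of each line summed and the same replicate block, it was 2.19 (adjusted p = 2.59e-05, limma). Across all alternatives the log2 fold change stayed between 2.06 and 2.28, with adjusted p-values from 1.12e-27 (DESeq2) to 0.0158 (limma with all 10 MEF libraries). Without an sgRNA, the *dCas9a-SAM* KI/+ MEFs had 17.0 and 17.9 CPM, and the WT MEFs 11.2 and 15.4 CPM, so *Bcl2* RNA was present in these MEFs before activation. Of 13 tested genes within 1 Mb of *Bcl2*, 2 others were also higher with sg*Bcl-2*. These, named after their values were seen, were *Pign*, with a log2 fold change of 0.34 (standard error 0.071, adjusted p = 0.0225, limma), and *Serpinb2*, with 2.27 (standard error 0.422, adjusted p = 0.0152, limma). From the induction in heterozygous cells, the paper concludes that a single copy of the CRISPRa system is enough to activate these genes.

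**Figure D1:**
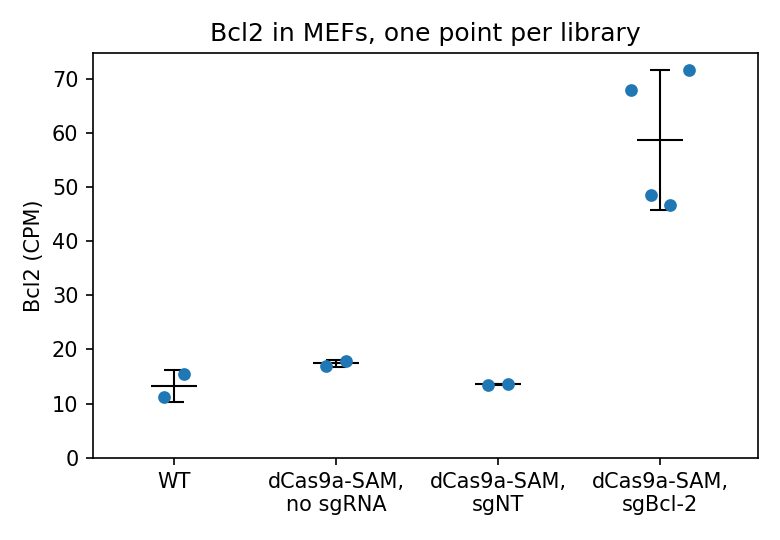
*Bcl2* in the MEF libraries in CPM, with a point for each library, the mean of each group as a long horizontal line and the SD as error bars. The 4 sg*Bcl-2* libraries lie between 46.8 and 71.8 CPM, above the 6 other libraries, of which the highest has 17.9 CPM.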

### Exploiting CRISPRa in vivo for the development of aggressive lymphomas

Having validated the efficiency of the CRISPRa mouse for gene induction in primary cells, we set out to test its applicability for developing disease models. Initially, we sought to confirm whether induction of a gene product by CRISPRa could indeed affect disease aetiology, for example, by modulating the latency of tumour development. We know from previous reports that deleting the *Trp53* tumour suppressor gene dramatically accelerates *Eµ-Myc-*driven tumourigenesis^32^. To replicate the effect of loss of TRP53 activity using CRISPRa, we transduced *Eµ-Myc/dCas9a-SAM*^*KI/+*^ HSPCs with sgRNAs to induce expression of MDM2, the E3 ligase that targets TRP53 for proteasomal degradation (sg*Mdm2*), or non-targeting sgRNAs as controls. The transduced HSPCs were then transplanted into lethally irradiated C57BL/6-Ly5.1 recipient mice which were monitored for tumour development (Fig. 4a and Supplementary Fig. 6a). As occurs for loss of *Trp53* in the *Eµ-Myc* background, we observed accelerated tumour onset in the mice reconstituted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgMdm2* HSPCs compared to control mice. To determine the levels of TRP53 in the lymphomas expressing sg*Mdm2*, we derived cell lines and induced expression of TRP53 with the MDM2 inhibitor Nutlin3a^33^. Western blot analysis clearly demonstrated a reduction in TRP53 protein levels in *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgMdm2* lymphomas compared to control lymphoma cells, consistent with elevated MDM2 levels (Supplementary Fig. 6b).

**Fig. 4:**
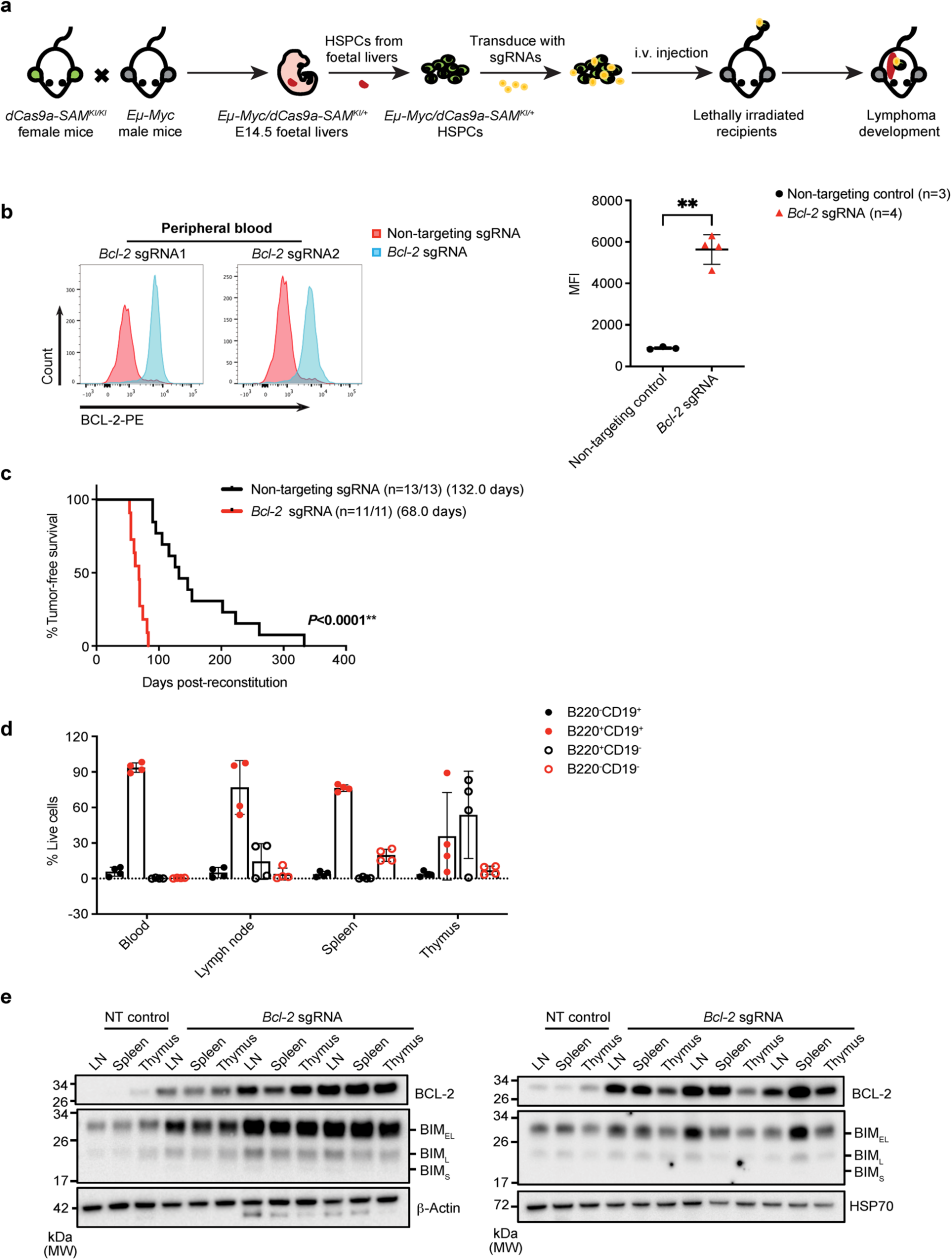
Haematopoietic reconstitution with *Eµ-Myc/dCas9a-SAM*^*KI/+*^ HSPCs. **a** Flow diagram of the haematopoietic reconstitution assay. Female *dCas9a-SAM*^*KI/KI*^ mice were crossed with male *Eµ-Myc*^*T/+*^ mice to produce *Eµ-Myc/dCas9a-SAM*^*KI/+*^ embryos. HSPCs were isolated from the foetal livers of E14.5 embryos and cultured in vitro for sgRNA transduction. HSPCs were transduced with sgRNAs (*sgMdm2, sgBcl-2* or non-targeting control sgRNAs) and then transplanted into lethally irradiated recipient mice by intravenous (i.v.) injection. Enlarged spleen, lymph nodes or thymus, and a high level of white blood cells were considered as signs of malignant disease to identify lymphoma-bearing mice. **b** The expression of BCL-2 in cells from the peripheral blood of reconstituted mice was determined by intracellular staining and flow cytometry. Data are presented as mean ± SD, 3 control mice and 4 *sgBcl-2* reconstituted mice were used for the analysis. The statistical significance was determined by two-sided student’s *t*-test. *P* < 0.0001, **P < 0.01. **c** Kaplan–Meier survival curve of reconstituted mice transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* HSPCs or control HSPCs. n/n = numbers of sick mice/numbers of total recipient mice. Data are combined from two independent reconstitution experiments. The statistical significance was determined by the Mantel-Cox test. *P* < 0.0001, **P < 0.01. **d** Characterisation of *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma phenotype. Blood, lymph node, spleen and thymus were harvested from sick mice for B220/CD19 staining and flow cytometric analysis. Data are presented as mean ± SD, *n* = 4 individual *sgBcl-2* reconstituted mice. **e** The expression of BCL-2 and BIM in tumour tissues of mice transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* HSPCs or control HSPCs is shown by Western blotting. Probing for β-actin or HSP70 served as protein loading controls. Lymph node (LN), spleen and thymus tissues from 2 control HSPC reconstituted mice and 6 *sgBcl-2* HSPC reconstituted mice were used for Western blot analysis. 2 independent experiments were performed showing similar results. Source data are provided as a Source Data file.

Having validated our CRISPRa system, we next sought to develop an aggressive model of lymphoma. We chose DHL, for which previous attempts to mimic this devastating disease with a mouse model have not been very successful. Such a lymphoma model would facilitate the identification and validation of therapeutic strategies for patients with DHL. To this end, we used the same approach as described above, this time using one of the validated sg*Bcl-2* constructs described in Fig. 1. Irradiated mice were injected with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* HSPCs or control *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgNT* HSPCs, and 6 weeks post-transplantation, BCL-2 expression was analysed in haematopoietic cells of recipient mice by flow cytometry. The analysis revealed increased BCL-2 expression in peripheral blood cells of mice transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* HSPCs (Fig. 4b). Accordingly, these mice went on to develop aggressive lymphomas with a median latency of only 68 days, compared with a median latency of 132 days for control mice transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+/*^*/sgNT* HSPCs (Fig. 4c). Characterisation of *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas revealed a B cell phenotype (CD19/B220 double positive; Fig. 4d and Supplementary Fig. 7a) and high BCL-2 expression (Fig. 4e), which are both also observed in human DHL^21^. Additional staining of primary tumour samples for mutations in the tumour suppressor TRP53 showed no marked differences in frequency of tumours with TRP53 mutations between *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* and control lymphomas (Supplementary Fig. 7b), and is in concordance with human DHL studies in which TP53 mutations have also been reported^34^. Pre-leukaemic analysis of mice transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* HSPCs revealed an overall increase in the number and frequency of B cells, predominantly naïve B cells, compared with mice which received control HSPCs (Supplementary Fig. 7c, d). These *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* B cell lymphomas could readily be derived into cell lines in vitro (Fig. 5). This model of aggressive lymphoma therefore contrasts with a previously described mouse model that utilised *Eµ-Myc*/*Eµ-Bcl-2* double transgenic mice which developed lymphomas exhibiting an immature haematopoietic progenitor phenotype rather than a B cell derived tumour^19^ and could not be cultured in vitro^35^.

**Fig. 5:**
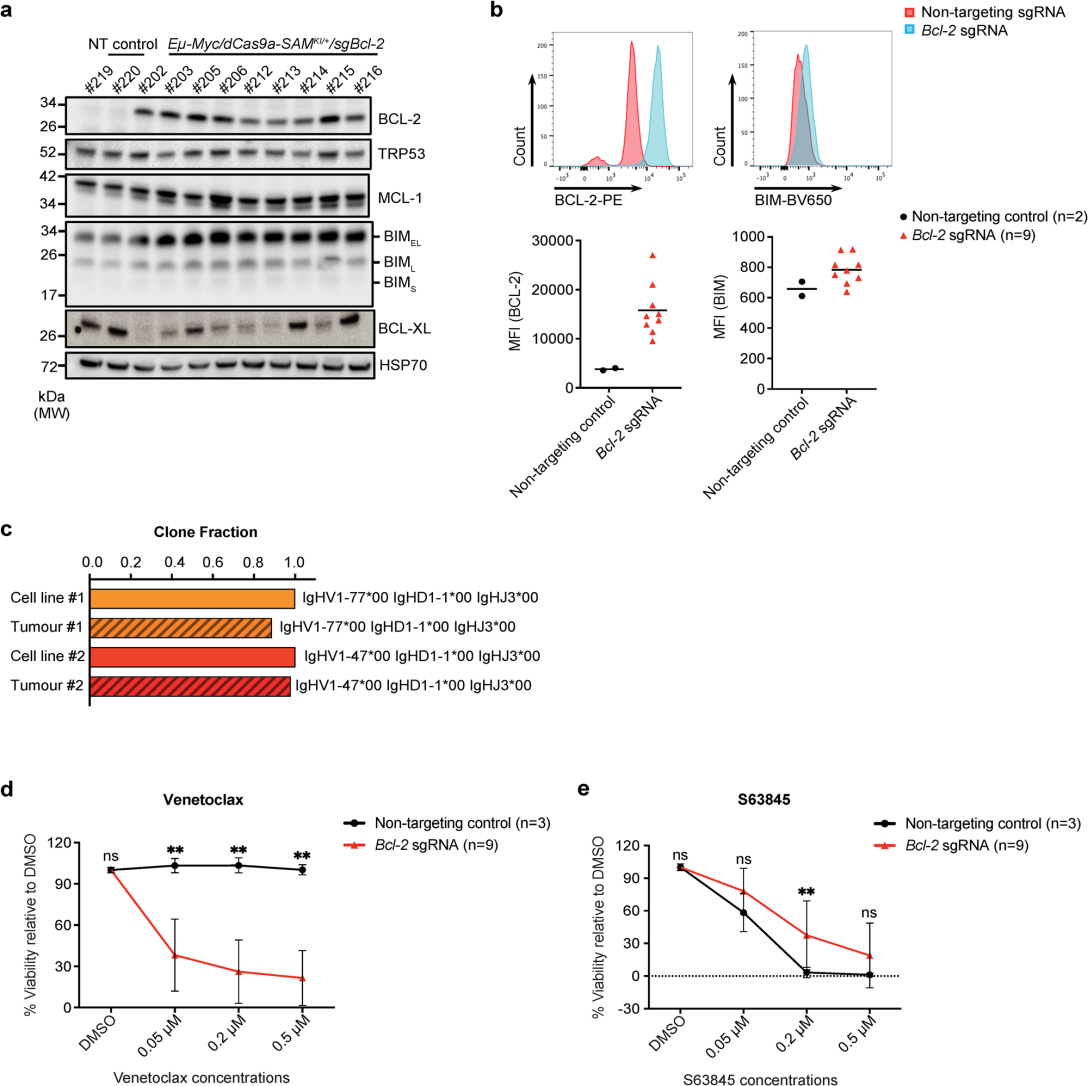
Characterisation of *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma-derived cell lines. **a** The expression of the indicated proteins in control lymphoma-derived cell lines or *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma-derived cell lines is shown by Western blotting. The indicated numbers of the cell lines represent the animal numbers of the mice that developed lymphoma from which the cell lines had been derived. Probing for HSP70 served as a protein loading control. 2 independent experiments were performed showing similar results. **b** The expression of BCL-2 and BIM in cell lines was determined by intracellular staining and flow cytometry. 2 control cell lines and 9 *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma cell lines were used for the analysis. Data are represented as the mean MFI of BCL-2 expression (*sgBcl-2*/sgNT) = 15,775/3,796; the mean MFI of BIM expression (*sgBcl-2*/sgNT) = 784/658. **c** Clonotyping of two primary *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* tumours and tumour derived cell lines showing monoclonal origin by immunoglobulin heavy chain sequencing using MiXCR analysis of RNA-seq data. **d**, **e** Cell viability upon treatment with the BCL-2 inhibitor venetoclax or the MCL-1 inhibitor S63845. Control lymphoma cell lines (*n* = 3) and *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma cell lines (*n* = 9) were treated for 24 h with the indicated concentrations of venetoclax or S63845. Cell viability was determined by propidium iodide (PI) staining followed by flow cytometric analysis. Data are presented as mean ± SD and the statistical significance was evaluated by multiple unpaired *t*-test with two-stage step-up correction. Exact *P* values are provided in the Source Data file. ns = no significant difference, **P < 0.01. Source data are provided as a Source Data file.

For further characterisation and experimentation, cell lines were derived from the *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas and control lymphomas. Interestingly, comparing the BCL-2 levels of *Eµ-Myc*/*Eµ-Bcl-2* lymphomas (note this is human BCL-2) with our *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas revealed no detectable differences in the primary tissues, but lower overall expression of BCL-2 protein was observed in the cell lines derived from our lymphomas compared to the primary tumour cells (Supplementary Fig. 8). All sg*Bcl-2* lymphoma-derived cell lines displayed higher expression of BCL-2 and the pro-apoptotic BH3-only protein BIM, compared with the control cell lines derived from lymphomas containing non-targeting control sgRNAs (#219, #220), as detected by both Western blotting (Fig. 5a) and intracellular flow cytometric analysis (Fig. 5b). We further noted that expression of the related pro-survival protein BCL-XL was highly variable across the individual lymphomas (Fig. 5a). More detailed phenotyping of the *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma cells showed that they were mostly positive for IgM and CD43 (but negative for IgD), suggesting an immature B cell phenotype (Supplementary Fig. 9). 

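RNA of 6 *Eµ-Myc/dCas9a-SAM* KI/+*/sgBcl-2* lymphoma cell lines and of 2 primary tumours was sequenced. The lines are named by the mice they came from (#180, #202, #213, #214 and #216), except that the line of the mouse numbered just below #180 is called line A, and the sample labels call #214 and #216 IgM-negative and the others IgM-positive. The 2 tumours came from the mice of line A and line #180, but their labels contradict each other on which is which, so they are called tumour library 20 and tumour library 21. Between 20083235 and 26678417 reads were counted on genes in the lines, with a median of 25129005, and 20053004 and 22827729 in the tumours. The authors' clonotype analysis assembled receptor sequences from the reads and is not repeated here. In its place, the recovered reads on the 120 immunoglobulin heavy-chain V genes of the deposited CPM table were summed, and the share on the V gene with the most reads was taken, with a 95% Wilson interval. The intervals cover counting error only. V genes are close copies of each other, so the reads of a rearranged V gene can be split between several, and the shares are uncertain to that extent. In line A, *Ighv1-77* (Entrez gene 619994, chromosome 12 from 115861867 to 115862160, GRCm38) held 5784 of 5877 V reads, or 98.4% (98.1% to 98.7%). *Ighv1-47* (629915, chromosome 12 from 114991108 to 114991401) held 94.9% (94.4% to 95.3%) of 10925 V reads in line #180, and *Ighv2-4* (668389, chromosome 12 from 113653291 to 113653583) held 87.5% (86.7% to 88.2%) of 8119 V reads in line #202. In line #213, *Ighv1-53* (780931, chromosome 12 from 115158445 to 115158835) held 46.1% (44.5% to 47.7%) of 3770 V reads, and *Ighv1-54* held a further 34.2%. Lines #214 and #216 had 8 and 1 heavy-chain V reads. With 8 reads, 3 reads already make a share of 37.5%, so no dominant heavy-chain V gene was detectable from so few V reads. Reads counted on all genes in lines #214 and #216 were 25598311 and 23197483, within the range of the other lines. The cause of the few heavy-chain V reads was not tested. The kappa V reads of these lines lay mostly on a single gene too, with 79.2% on *Igkv3-12* in line #214 and 88.4% on *Igkv1-135* in line #216. In line #213 the top kappa V gene, *Igkv1-117*, held 47.7%. Tumour library 20 had 90.2% (89.7% to 90.7%) of 12768 V reads on *Ighv1-47*, and tumour library 21 had 83.8% (83.1% to 84.5%) of 11364 V reads on *Ighv1-77*.

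**Figure D2:**
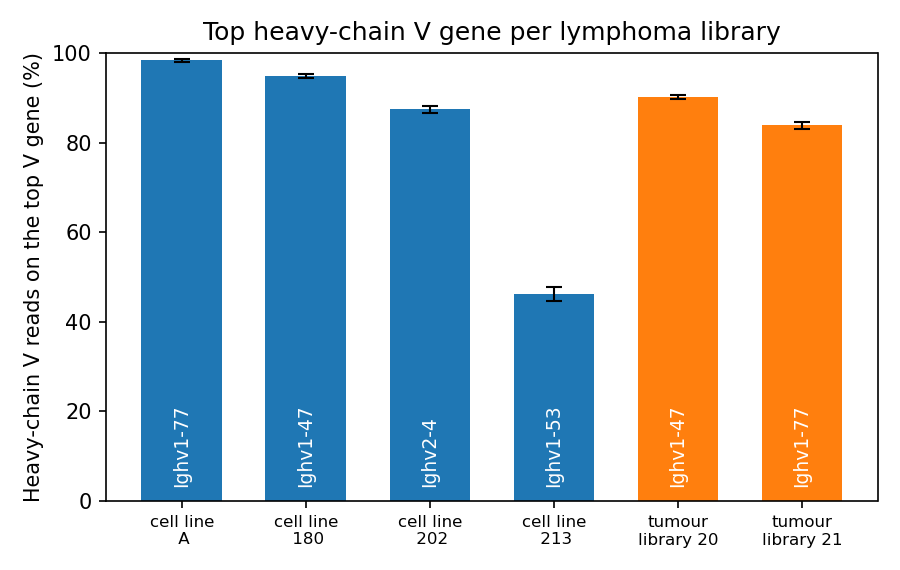
Percent of the heavy-chain V reads that lie on the V gene named in each bar, for the 4 cell lines (blue) and 2 primary tumours (orange) with enough V reads, with 95% Wilson intervals as error bars. Line #213 is lowest at 46.1%, and the other bars lie between 83.8% and 98.4%.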

Analysis of primary *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas and cell lines generated from these primary tissues revealed a monoclonal origin of malignant cells (Fig. 5c). Significantly, we found that all cell lines derived from sg*Bcl-2* lymphomas were sensitive to venetoclax treatment (mean IC50 = 0.11 µM), which is in striking contrast to the resistance to venetoclax (mean IC50 > 1 µM) observed in lymphomas that arise in *Eµ-Myc* transgenic mice (Fig. 5d and Supplementary Fig. 10 a, b and Supplementary Table 1). In addition, whilst the BCL-2 over-expressing lymphoma lines were less sensitive overall to treatment with the MCL-1 inhibitor S63845 than control *Eµ-Myc* lymphoma lines, some of the BCL-2 expressing lines that displayed lower venetoclax sensitivity were still similarly sensitive to the MCL-1 inhibitor as control *Eµ-Myc* lymphomas (Fig. 5e and Supplementary Fig. 10c, d and Supplementary Table 1).

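The comparison group consisted of 2 libraries from mouse preB acute lymphoblastic leukaemia (preB-ALL) cells that carry the BCR-ABL1 fusion. The sample labels name them CreER-LSL-Erg and Rag-Cre-Erg. Their depth was 12474885 and 14970269 reads counted on genes, below that of every lymphoma line. The preB-ALL cells were grown with IL7, their RNA was extracted with another kit than that of the lymphoma lines, and the names of their columns in the deposited CPM table give another sequencing run. All libraries of that run are preB-ALL, so batch and tumour type cannot be told apart and no comparison within a batch was possible. The 15 mitochondrial genes of the table are listed at 0 in both preB-ALL libraries, while they took between 5.3% and 7.18% of the reads of the lymphoma lines, and no fold change is given for them. The 6 lymphoma lines were compared with the 2 preB-ALL libraries over 13961 genes. On data simulated with the spread of these 8 libraries, the same test called 44.5% of 200 genes changed 4-fold and 82.5% of 200 changed 16-fold.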

To further characterise our *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma cells, we compared the transcriptional profile of our developed lymphomas with that of a murine preB-ALL model^36^. 

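Of the genes tested between the 6 lymphoma lines and the 2 preB-ALL libraries, 6064 had an adjusted p-value under 0.05 in limma, 2921 higher and 3143 lower in the lymphoma lines. The number moved most when the primary tumours took the place of their cell lines, to 3676 genes. The split depended on the scaling. Without a scaling factor, which moves the median log2 fold change by -0.36, 1691 genes were higher and 4400 lower. *Ep300* (Entrez gene 328572, chromosome 15 of GRCm38 from 81586209 to 81652077) had 147 ± 18.1 CPM (SD, n = 6) in the lymphoma lines and 118 ± 3.10 CPM (SD, n = 2) in preB-ALL, and 5 of the 6 lines were above both preB-ALL libraries. Its log2 fold change was 0.68 with a standard error of 0.139 (adjusted p = 0.00509, limma). It was 0.31 without a scaling factor (adjusted p = 0.115, limma) and 0.38 with the tumours in place of their lines (adjusted p = 0.376, limma), and the adjusted p-values of its other alternatives lay between 0.000343 (DESeq2) and 0.0128 (limma). *Stat6* (Entrez gene 20852, chromosome 10 from 127642955 to 127660987) had 129 ± 18.7 CPM (SD, n = 6) in the lymphoma lines and 146 ± 29.6 CPM (SD, n = 2) in preB-ALL. After scaling, its log2 fold change was 0.19 with a standard error of 0.188 (adjusted p = 0.453, limma), which did not pass the threshold, and its direction turned to -0.18 without a scaling factor, by the shift common to all genes, and to -0.01 without the preB-ALL replicate CreER-LSL-Erg. For pathways, limma's camera test with an inter-gene correlation of 0.01 was run on 835 mouse Reactome sets of 10 to 500 tested genes. The MSigDB c2 sets, with their MYC and DLBCL signatures, were not analysed here. Of the Reactome sets, 351 had an FDR under 0.05, 273 towards higher and 78 towards lower expression in the lymphoma lines. With the inter-gene correlation estimated from the data, 0 sets passed and 83 had an unadjusted p-value under 0.05. The smallest FDR among sets that were higher was shared by overlapping sets of translation, cap-dependent translation initiation among them (147 genes, FDR = 1.38e-10, limma), followed by mRNA splicing (122 genes, FDR = 1.76e-10, limma). Among sets that were lower it belonged to extracellular matrix organisation (161 genes, FDR = 2.90e-10, limma). Without 8086 genes that were at least 4-fold higher in the MEFs than in the lymphoma lines, 116 sets passed, but this removal takes out genes low in the lymphoma lines by construction. The preB-ALL libraries held fibroblast transcripts, with a median of 90.1 and 269 CPM over 12 fibroblast markers against at most 1.42 CPM in a lymphoma line.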

Interestingly, this revealed clear differences in the top 200 most variable genes (Fig. 6a) and provided evidence that our model is similar to DHL/DLBCL as evidenced by upregulation of pathways (e.g. DLBCL, MYC) and specific genes (e.g. *Ep300, Stat6*) that are observed in human DHL (Fig. 6b, Supplementary Table 2 and Supplementary Data 1)^37^.

**Fig. 6:**
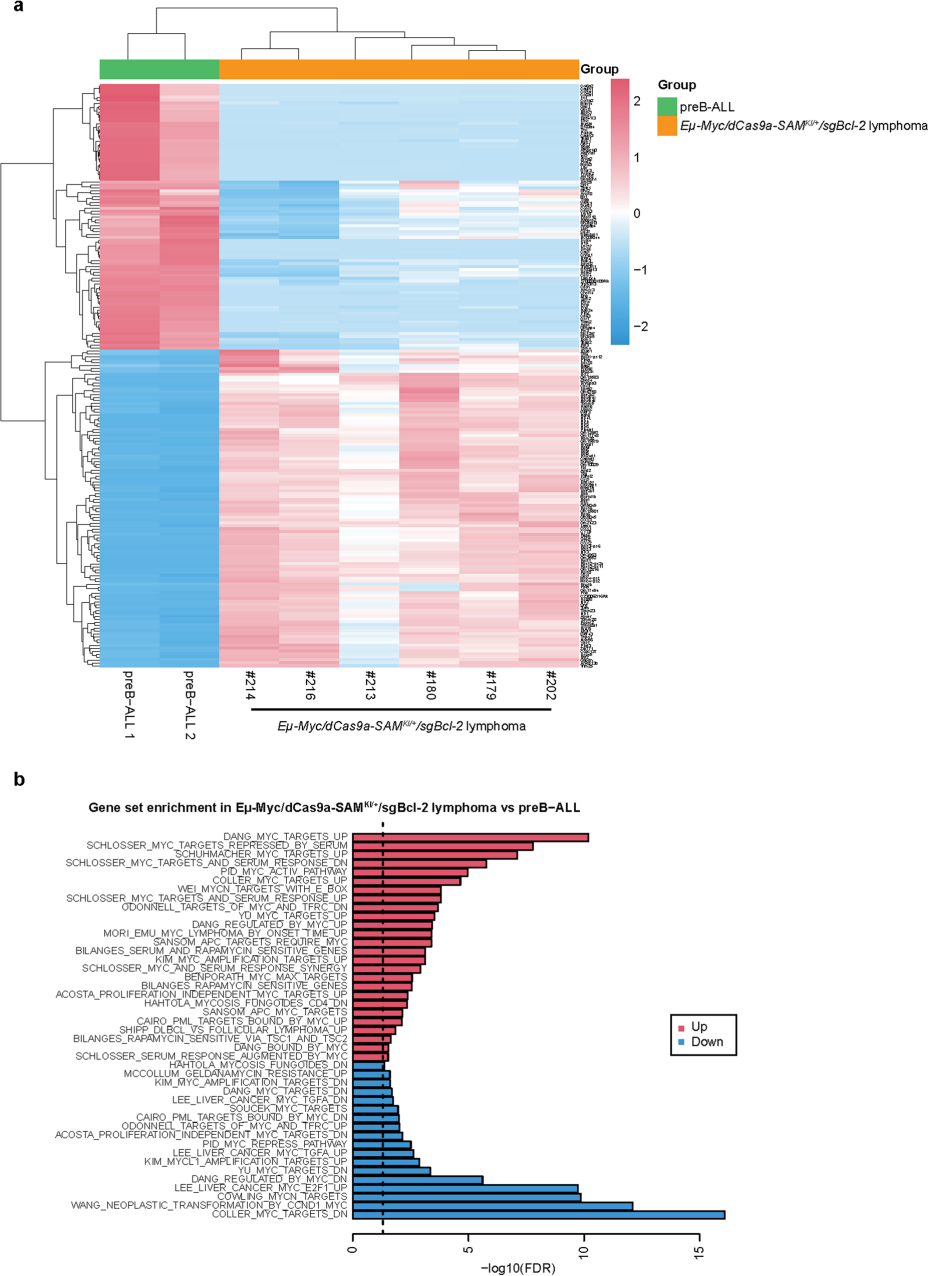
The RNA-seq analysis comparing the genetic patterns of *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas vs preB-ALL. **a** Heatmap of the top 200 most variable genes comparing two preB acute lymphoblastic leukaemia samples (preB-ALL) and six *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* tumours demonstrating distinct transcriptional signatures. **b** Gene set enrichment (FDR < 0.05 by *Camera* gene set enrichment) using the Broad Institute MSigDB c2 curated gene sets showing significant enrichment of MYC pathways in *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* tumours. Source data are provided as a Source Data file.

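The 200 genes with the largest variance of log2 CPM over the 6 lymphoma lines and 2 preB-ALL libraries were taken after TMM scaling with a prior count of 2. Of these, 45 had a higher mean in the lymphoma lines and 155 a lower one. In 156 of the 200, the values of the lines and of preB-ALL did not overlap. The genes were chosen by a variance that a difference between the groups itself raises, so this separation is not a test of it. The list held 15 mitochondrial genes, which are listed at 0 in both preB-ALL libraries, and 109 genes at least 4-fold higher in the MEFs than in the lymphoma lines. Without that last group of genes, 70 of 200 were higher in the lymphoma lines, a rise that the removal of genes low in the lymphoma lines brings by construction. Among the genes with the smallest adjusted p-value in the limma comparison that were lower in the lymphoma lines, *Crhbp* (Entrez gene 12919, chromosome 13 of GRCm38 from 95431376 to 95444831) was listed at 0 in all 6 lines and at 396 and 639 CPM in preB-ALL. *Gm266* (212539) was listed at 0 in the 6 lines and at 25.9 and 37.4 CPM in preB-ALL, and *Npr2* (230103) at 0 in the 6 lines and at 16.6 and 15.8 CPM in preB-ALL. *Npr2* also had between 77.3 and 124.5 CPM in the MEFs, against at most 4.52 CPM of *Crhbp* and 1.82 CPM of *Gm266*. Fibroblast transcripts in the preB-ALL libraries could therefore account for at least part of the *Npr2* values. The 3 genes with the smallest adjusted p-value that were higher in the lymphoma lines were the mitochondrial *ND1*, *ND4* and *ND5*.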

These data confirm that we have established a model of aggressive B cell lymphoma, that has characteristics of human DHL, i.e. monoclonal, double high expression of c-MYC and BCL-2, cell surface expression of CD19, and a transcriptional profile distinct from other B cell tumours and consistent with aggressive human DHLs^21,37^. 

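In the limma comparison of the lymphoma lines with preB-ALL, *Myc* (Entrez gene 17869, chromosome 15 of GRCm38 from 61985341 to 61990361) had 1756 ± 476 CPM (SD, n = 6) in the lines and 347 ± 178 CPM (SD, n = 2) in preB-ALL. The log2 fold change was 2.76 with a standard error of 0.375 (adjusted p = 0.000605, limma), and all 6 lines were above both preB-ALL libraries. *Bcl2* had 137.6 ± 27.0 CPM (SD, n = 6) in the lines and 21.4 ± 0.898 CPM (SD, n = 2) in preB-ALL, a log2 fold change of 3.02 with a standard error of 0.195 (adjusted p = 9.02e-06, limma) and again with all 6 lines above preB-ALL. The lines carry the *Eµ-Myc* transgene and an sgRNA for *Bcl-2*, and the labels name neither for preB-ALL. Higher *Myc* and *Bcl2* thus follow from how the lines were made and are not a separate test of the model. No lymphoma library without sg*Bcl-2* was available to measure the activation of *Bcl2* in lymphoma cells. *Ptprc*, which encodes the protein detected as B220 on B cells, had a log2 fold change of 0.44 (adjusted p = 0.255, limma). From monoclonality, high expression of c-MYC and BCL-2, surface markers of B cells and a transcriptional profile distinct from other B cell tumours, the paper concludes that the model has characteristics of human DHL.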

Our results suggest that both the BCL-2 inhibitor venetoclax and MCL-1 inhibitors (already in clinical trials for B cell malignancies but not DHL)^38^ have potential for the treatment of this disease in humans, either as single agents or in combination.

### Using CRISPR activation screens to find venetoclax resistance factors

An important clinical issue is the emergence of resistance to venetoclax in patients undergoing therapy^22^. The generation of *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma cell lines, that are highly sensitive to venetoclax and CRISPRa enabled, provided a model system in which whole genome CRISPR activation screens could be carried out to identify genes that confer drug resistance when upregulated. We transduced six replicates each of two venetoclax sensitive *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma lines with a recently described mouse genome-wide CRISPRa sgRNA library^39^. The cells were cultured for two weeks after transduction to permit induction of gene expression and were then subjected to treatment with vehicle (DMSO) or the indicated concentrations of venetoclax for a further two weeks (Fig. 7a). DNA samples were collected, and next generation sequencing was performed to identify the sgRNAs enriched in venetoclax-treated versus control cell populations. At all concentrations, venetoclax treatment led to a strong enrichment of a subset of sgRNAs compared to the DMSO treated control samples (Supplementary Fig. 11a). Notably, we found enrichment of sgRNAs upregulating two pro-survival BCL-2 family members, BCL-XL and MCL-1, that, based on current literature, would be expected to mediate resistance to venetoclax^22^ (Supplementary Fig. 11c). To our surprise, however, we found that sgRNAs targeting the underappreciated pro-survival BCL-2 family member A1 were the most dominant sgRNAs enriched by venetoclax treatment in both cell lines (Fig. 7b and Supplementary Fig. 11b). This was particularly evident at IC80 doses of venetoclax, where multiple sgRNAs targeting A1 were highly significantly enriched (FDR < 0.05) compared to DMSO treated control groups (Supplementary Data 2 and 3). To confirm that upregulation of A1 can confer protection from venetoclax induced killing, sgRNAs targeting the *Bcl2a1* promoter were transduced into two *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* cell lines. Upregulation of A1 expression in these cells was confirmed by Western blotting (Fig. 7c). Cell competition assays in vitro confirmed that A1-activated cells possessed a striking survival advantage over parental *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* cells in the presence of venetoclax (Fig. 7d). This confirms that upregulation of A1 confers resistance to venetoclax. Similar results were obtained when cells that naturally express MCL-1 were engineered to further upregulate MCL-1 expression levels rather than A1 (Supplementary Fig. 11d, e). In addition to the genes encoding pro-survival BCL-2 proteins, we also identified a number of other genes targeted by the enriched sgRNAs that may be interesting to investigate in the context of venetoclax resistance (Supplementary Fig. 11 and Supplementary Data 2 and 3).

**Fig. 7:**
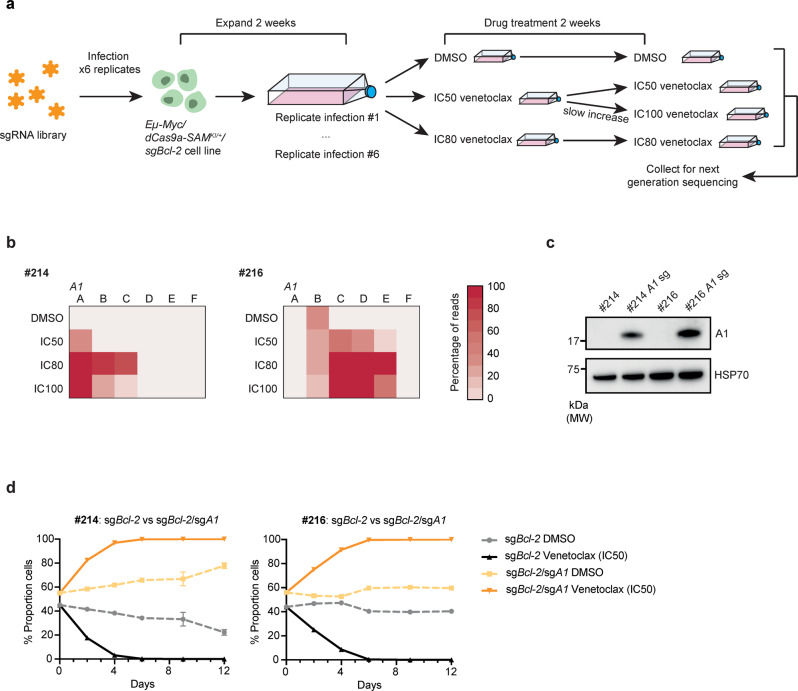
Whole genome CRISPR activation screens in high MYC/BCL-2 expressing lymphoma-derived cell lines reveal upregulation of A1 as a dominant resistance factor for venetoclax treatment. **a** Schematic of whole genome CRISPR activation screens performed in two independently derived murine lymphoma cell lines (#214, #216). Six replicates of sgRNA library-infected cells were cultured for 2 weeks in the presence of vehicle (DMSO; control) or the indicated doses of the BCL-2 inhibitor venetoclax before being analysed by next generation sequencing to identify enriched sgRNAs. **b** Heatmaps showing the proportions of sequencing read results which mapped to sgRNAs targeting the promoter regions of the pro-survival gene *Bcl2a1 (A1)*. The six replicate samples for each treatment condition are shown in columns A-F. **c** Western blots confirming upregulation of A1 protein in DHL-like cell lines transduced with individual sgRNAs targeting the *A1* promoter (sg*A1*). Probing for HSP70 was used as a protein loading control. 2 independent experiments were performed showing similar results. **d** Cell competition assays of #214 or #216 DHL-like cells vs the same cell lines carrying an additional sgRNA targeting *A1* (sg*A1*) as shown in c. Cells were mixed ~1:1 and treated with DMSO (negative control) or IC50 doses of venetoclax. Parental cells were tagged with GFP and the contributions of cells of each genotype to the population were monitored over time by flow cytometry. Data are presented as mean ± SD with representative graph showing one of three experiments performed in duplicate of similar results. Source data are provided as a Source Data file.

## Discussion

Traditional CRISPR loss-of-function methodologies have become routine in medical research, permitting the identification and validation of tumour suppressor genes and potential therapeutic targets which impact tumourigenesis or sensitivity to anti-cancer therapies^40^. However, identification of oncogenic drivers relies on the enhanced expression of specific gene products and therefore requires different methodologies. While cDNA expression strategies have proven successful for some models, the expression levels achieved with this approach are often variable, leading to non-physiological gene functions, and rarely are multiple transcript isoforms expressed as part of these experiments^9^. In contrast, CRISPRa systems can induce gene expression from the endogenous genomic locus at physiologically or pathologically relevant levels. Of particular interest is the application of CRISPRa to generate faithful models of gene over-expression driven diseases which were previously unattainable due to these limitations. To enable this, we generated a CRISPRa mouse which can be used to activate gene expression in vivo and in vitro. These mice express a dCas9a-SAM cassette from the *Rosa26* locus for robust expression across different cell types. We selected the SAM system because recent reports suggest that this system is capable of strong transcriptional activity at multiple gene loci^41^. Interestingly, a recent SAM-based *Rosa26* knockin mouse model has been described^42^, but our model contrasts in that we employed the CAG promoter because it has been shown to be amongst the most active polymerase II promoters across multiple tissues and cell lines^43^. Using primary cells isolated from our CRISPRa mouse, we demonstrated induction of expression of B cell specific surface markers in T cells and vice versa. Interestingly, it appears that the CRISPRa mediated induction of already active genes is higher in B cells and genes that are usually silenced can be induced more efficiently in T cells (Fig. 3). This observation could be due to the activities of the sgRNAs or a biological feature of unique cell contexts, which is currently not fully understood. Many more sgRNAs targeting diverse genetic loci need to be tested before further conclusions can be drawn. Regardless, our experiments thus far demonstrate that even silenced genes can be induced with our gene activation mouse model. There are now a number of CRISPR activation models available for the research community^44–46^, but since we are unable to compare all of them side-by-side, it is impossible to draw conclusions about effectivity and usefulness of each. We tested expression of our dCas9a-SAM system by Western blotting for dCas9-VP64, which demonstrated wide-spread expression in both haematopoietic and non-haematopoietic tissues. In addition, we showed CRISPR activation of BCL-2 in *dCas9a-SAM*^*KI/+*^ MEFs. These results strongly suggest activity of the CRISPRa system in diverse cell types. Furthermore, we show that only one copy of our CRISPRa system is able to activate even normally transcriptionally silenced genes, meaning that our *dCas9a-SAM* mice can be crossed with other mice to enable CRISPR activation in diverse disease models and to this end we will make our mice available to the scientific community for future studies.

We have exploited our robust CRISPRa mouse model to establish a sought after pre-clinical model of aggressive lymphoma highly reminiscent of DHL. This disease is an aggressive form of DLBCL with currently limited treatment options^47^. Thus far, there are no mouse models, besides xenograft models using human DHL cell lines and primary patient samples^16^, that recapitulate the key characteristics of this disease. Although previous attempts were made to generate a model of DHL by intercrossing *Eµ-Myc* with *Eµ-Bcl-2* transgenic mice^19^, these tumours were identified as immature haematopoietic progenitor tumours with no *Ig* or *Tcr* gene rearrangements and did not represent classical B cell lymphomas. Additionally, these lymphomas could not be grown in culture, which made it almost impossible to further characterise them or use them to identify drug targets. The BCL-2 over-expressing lymphomas from our mice are committed to the B cell lineage (Fig. 4d), and can readily be grown as cell lines. While it is difficult to compare BCL-2 levels between our lymphomas and the lymphomas from the *Eµ-Myc/Eµ-Bcl-2* double transgenic mice (note human BCL-2 was used in this model), we found similar expression levels by Western blotting. However, BCL-2 was downregulated in the established cell lines in our DHL-like model (Supplementary Fig. 8). Whether this modulation of BCL-2 protein levels contributes to the capability to generate cell lines from these lymphomas or whether it is the cell of origin in which the transformation happens (immature B cell in our DHL-like model (Supplementary Fig. 9), compared to haematopoietic progenitors in the *Eµ-Myc/Eµ-Bcl-2* model^19^) is not clear yet.

Our DHL-like model shows markers of an immature B cell phenotype, i.e. CD43 positive and no increase in germinal centre (GC) B cells (Supplementary Fig. 7, 9), suggesting that the cell of origin is not a GC B cell, which is thought to be the case in human DHL. However, comparing gene expression of our DHL-like lymphomas to immature preB cell ALL murine tumours demonstrated enrichment of pathways associated with human DLBCL in the murine DHL model, in particular, MYC driven pathways including genes associated with DLBCL/DHL subsets (Fig. 6, e.g. SHIPP_DLBCL_VS_FOLLICULAR_ LYMPHOMA)^48^. The results from this pathway analysis along with other features, such as high levels of both MYC and BCL-2 expression, accelerated aggressive tumour onset, positive CD19 expression and monoclonal tumour types, reveals that our murine lymphoma model fulfils many criteria of a classical DHL despite not being of GC origin. We may postulate that the translocations that lead to high BCL-2 and high MYC expression in DHL may arise at the GC B cell stage but that, as evidenced by the RNA-seq analysis, the high expression of MYC/BCL-2 is what drives the tumour signature. Therefore, we believe the DHL-like lymphoma model we have generated will be a very useful model to test therapeutic approaches in vitro, and more importantly in vivo, that are of relevance for agressive human DHL. In this regard, human DLBCL/DHL xenograft models are useful for investigating drug combinations, but they can be challenging to engraft, even in immune deficient mice. An advantage of our murine DHL-like model is that the tumour cells can be readily transplanted into fully immune competent mice, allowing testing of different therapy approaches in the natural environment.

Most cell lines derived from our murine BCL-2 expressing lymphoma model showed a strong dependency on BCL-2 for their survival^49^, which is in striking contrast to conventional *Eµ-Myc* lymphoma cells which are almost exclusively dependent on MCL-1 for their survival^28,29^. Interestingly though, our developed lymphoma cell lines also displayed sensitivity to MCL-1 inhibition. Of note, we identified one BCL-2 expressing lymphoma cell line which is fully resistant to MCL-1 inhibitor treatment, but sensitive to venetoclax. Interestingly, human DHLs were expected to be highly venetoclax sensitive due to their high expression of BCL-2, however, venetoclax monotherapy has only been tested in patients with relapsed DLBCL, including a limited number of DHL patients, which produced low overall response rates^50^. However, these patients were heavily pre-treated and sample sizes were small, highlighting a need for more pre-clinical evidence that venetoclax therapy is worth pursuing for this disease. In this regard, it will be interesting to further understand how the change in pro-survival BCL-2 family member dependency in some of our murine lymphomas developed. As most of the lymphoma cells showed sensitivity to either, or in many cases both, BCL-2 and MCL-1 inhibitors, this raises the possibility that combinations of BH3-mimetics targeting MCL-1 and BCL-2, perhaps with addition of further anti-cancer agents, could have a place in the treatment of patients with DHL. A similar regimen has recently been shown to be effective for the treatment of AML in pre-clinical models^51^.

Since recent reports indicated emergence of resistant disease in patients with CLL and AML treated with venetoclax^52,53^, we sought to exploit our venetoclax-sensitive murine lymphoma cell lines to identify resistance factors. We took advantage of the CRISPRa machinery already expressed in these cells to perform genome-wide activating library screens. Interestingly, we identified the pro-survival BCL-2 family member A1 (called BFL-1 in humans) as the dominant driver of venetoclax resistance in these cells. Our results expand upon the observation that BFL-1 expression correlates with upfront insensitivity to BH3 mimetics^54^ by showing in non-biased CRISPR activation screens that acquired resistance to venetoclax can occur through A1 upregulation. A1 represents an exciting drug target, as deletion of A1 in murine models caused no overt abnormalities^55,56^. Hence, a BH3-mimetic drug targeting A1/BFL-1 is expected to cause no on-target toxicity to healthy cells and could likely be used in combination with venetoclax or MCL-1 inhibitors. Thus far, no direct inhibitors of A1 exist, though CDK9 inhibitors have been reported to reduce A1 expression^54^. However, CDK9 inhibitors also diminish the expression of MCL-1 and many other short-lived proteins; therefore on-target side effects of CDK9 inhibitors are expected to be substantial. Accordingly, clinical trials of BH3-mimetics targeting MCL-1 have recently led to some concerning side-effects^38^. Our results suggest that A1/BFL-1 inhibition may represent an alternative therapeutic approach to overcoming venetoclax resistance in the clinic.

In summary, we have developed a highly efficient CRISPR activation mouse model that can be readily adapted to address both basic biological and translationally-focused research questions across many disciplines.

## Methods

### Animal strains and husbandry

The care and use of experimental animals were performed in accordance with the rules and guidelines set out by the WEHI Animal Ethics Committee. The laboratory mice were kept under the SPF condition and were maintained on a 12-h light/dark cycle at the controlled room temperature of 20–22 °C with humidity of 40–50% during experiments. *dCas9a-SAM*^*KI*^ mice were generated on a C57BL/6 genetic background using CRISPR techniques as previously described^57^. *Eµ-Myc* transgenic mice have been described previously^26^. C57BL/6-Ly5.1 mice were obtained from stocks held at WEHI.

### Construct cloning

All single guide RNA (sgRNA) sequences used for the CRISPR activation system were designed using the sgRNA design tool developed by the Zhang Lab (https://portals.broadinstitute.org/gppx/crispick/public). The sgRNA vectors (LV06, CRISPRa SAM U6-gRNA: EF1a-Puro) targeting the promoter region of mouse *Bcl-2* or *Mdm2* genes and non-targeting control sgRNA vectors were purchased from Sigma–Aldrich. The puromycin resistance gene within the SAM sgRNA vector was replaced by blue fluorescent protein (BFP) coding sequences to generate a SAM sgRNA vector that expresses BFP (CRISPRa SAM U6-gRNA: EF1a-BFP). The sgRNAs targeting the promoters of the mouse *Cd4, Cd19* and *Irf4* sgRNAs gene promoters were cloned into this vector. The sgRNA sequences are shown in Supplementary Table 3.

### Cell culture

All cell lines were cultured at 37 °C with 10% CO_2_ in a humid atmosphere. The human embryonic kidney cell line expressing the SV40 large T antigen (293 T, American Type Culture Collection, #CRL-3216) was maintained in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, #11995065) containing 10% (v/v) heat-inactivated Foetal Bovine Serum (HI-FBS; Sigma–Aldrich, #12007 C) and 100 U Penicillin-Streptomycin solution (Pen-Strep, Sigma–Aldrich, #P0781).

The *Eµ-Myc* lymphoma-derived cell lines EMRK-1184 and MRE-721 were generated in our laboratory. The *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* (or *sgMdm2*, or sgNT) lymphoma cell lines were derived from tumour tissues of mice that had been lethally irradiated and then transplanted with *Eµ-Myc/dCas9a-SAM*^*KI/+*^ HSPCs that had been transduced with *Bcl-2* or *Mdm2* targeting, or non-targeting control sgRNAs. All *Eµ-Myc* lymphoma cell lines were cultured in DMEM, 10% (v/v) HI-FBS, 23.8 mM sodium bicarbonate (Sigma–Aldrich, #S8761), 1 mM HEPES (Gibco, #15630080), 13.5 µM folic acid (Sigma–Aldrich, #F8758), 0.24 mM L-asparagine monohydrate (Sigma–Aldrich, #A7094), 0.55 mM L-arginine mono-hydrochloride (Sigma–Aldrich, #A6969), 22.2 mM D-glucose (Ajax Finechem, #713), 100 U-µg/mL Pen-Strep and 50 µM 2-mercaptoethanol (2-ME, Sigma-Aldrich, #M3148). This medium is referred to as FMA.

### Lentiviral production and target cell infection

The lentiviral packaging system containing 5 µg p-MDL, 2.5 µg p-RSV-REV, 3 µg p-VSVG and 10 µg target DNA vector was transduced into 293 T cells using the calcium phosphate transfection method^58^. Viral supernatants along with 8 µg/mL polybrene were added to 1 × 10^5^ *Eµ-Myc* lymphoma cells and centrifuged at 1100 x *g* for 2 h at 32 °C. After aspiration of viral supernatants, target cells were resuspended in FMA medium and seeded onto 12-well plates.

For infection of HSPCs, the lentiviral packaging system containing 5 µg p-MDL, 2.5 µg p-RSV-REV, 5 µg p-ECO envelope (ENV) and 10 µg target DNA vector was transduced into 293 T cells using the calcium phosphate transfection method^58^. Viruses were used to infect HSPCs derived from E14.5 foetal livers or activated B cell blasts or T cell blasts derived from splenocytes.

### Cell viability assay

Cell viability assays were performed on *Eµ-Myc* lymphoma cell lines to assess sensitivity to BH3 mimetic drug treatment. Cells were plated into 96-well flat-bottom plates at a density of 3 × 10^4^ cells per well and treated for 24 h with the MCL-1 inhibitor S63845 (Active Biochem, #A-6044) or the BCL-2 inhibitor venetoclax (Active Biochem, #A-1231) at the indicated concentrations. Cell viability was determined by staining with 1 µg/mL propidium iodide (PI, Sigma–Aldrich, #P4864) followed by flow cytometric analysis using the LSR-II Analyzer (BD Biosciences). Flow cytometry data were analysed using FlowJo v10 software (BD Biosciences).

### Long range PCR and Southern blotting

The genomic DNA of WT or *dCas9a-SAM*^*KI/+*^ or *dCas9a-SAM*^*KI/KI*^ mice was extracted from mouse liver using a DNeasy Blood & Tissue Kit (QIAGEN, #69504). Long range PCR (LR-PCR) and Southern blot were performed to verify the insertion of the dCas9a-SAM cassette into the mouse *Rosa26* locus. Each LR-PCR reaction was performed with 100 ng of DNA using the PrimeSTAR GXL polymerase (TaKaRa Bio, #R050B). The conditions used for LR-PCR were: 95 °C for 2 min, (95 °C for 30 sec, 68 °C for 5 min) x 30 cycles, 68 °C for 5 min. The amplified products were analysed by agarose gel electrophoresis. Primers used for LR-PCR were FWD: 5′-GCCGACGCTAATCTGGACAAAGTGCTG-3′ and REV: 5′-ACATTACTGTCACTGACCATCATGCCTCTG-3′.

The genomic DNA used for Southern blotting was extracted from livers of WT or *dCas9a-SAM*^*KI/+*^ or *dCas9a-SAM*^*KI/KI*^ mice using proteinase K lysis buffer followed by phenol/chloroform purification. 40 µg of each DNA sample was digested with EcoRV and RNase overnight. DNA fragments were electrophoresed and transferred onto a nylon membrane. The combined filter was placed in a Stratalinker and UV crosslinked with 1200 kJoules (x100; standard autocrosslink setting). P32-labelled 3′ and 5′ *Rosa* probes were prepared using the DECAprime II DNA labelling kit (Invitrogen, #AM1456). The filter was pre-hybridised for 30 min and hybridised with probes overnight at 42 °C. The filter was then washed and exposed on a phosphorimager overnight.

### Haematopoietic cell analysis and flow cytometry

Thymus, bone marrow, spleen and lymph node tissues were harvested from WT or *dCas9a-SAM*^*KI/KI*^ mice. Detailed information on specific mice is displayed in Supplementary Table 4. Tissues were homogenised using a syringe plunger and passed through a 70 µM cell strainer to generate single cell suspensions. Single cells were then washed and resuspended in PBS (Gibco, #14190144) containing 5 µM EDTA (Sigma–Aldrich, #E8008) and 5% (v/v) HI-FBS. Cell counts were determined using the Moxi Z Mini Automated Cell Counter (ORFLO Technologies). Intracellular staining was performed using the Intracellular Fixation & Permeabilization Buffer Set (eBioscience, #88-8824-00) according to the manufacturer’s instructions. All fluorochrome conjugated antibodies used for extracellular or intracellular staining are listed in Supplementary Table 5. Staining with PI (1 µg/mL) was used to exclude dead cells. Fluorescence was quantified using the LSR Fortessa X-20 Cell Analyzer (BD Biosciences) via BD FACSDiva software v8.0 and data were analysed using FlowJo v10 software. All flow cytometry analytical gatings are shown in Supplementary Fig. 12.

### Haematopoietic cell reconstitution experiments

Female *dCas9a-SAM*^*KI/KI*^ mice were crossed with *Eµ-Myc* male mice to produce *Eµ-Myc/dCas9A*^*KI/+*^ embryos. *Eµ-Myc/dCas9a-SAM*^*KI/+*^ HSPCs were isolated from foetal livers of E14.5 embryos and maintained in foetal liver medium containing α-MEM GlutaMAX (Gibco, #32561037), 10% (v/v) HI-FBS, 100 U-µg/mL Pen-Strep, 10 mM HEPES, 1 mM L-glutamine (Gibco, #25030081), 1 mM sodium pyruvate (Gibco, #11360070), 50 µM 2-ME, and supplemented with recombinant mouse cytokines made in house. The cytokines used for HSPC culture were 100 ng/mL mouse stem cell factor, 10 ng/mL mouse interleukin-2, 50 ng/mL mouse thrombopoietin and 10 ng/mL mouse Fms-like tyrosine kinase 3. All cytokines were produced and kindly provided by Dr. Jian-Guo Zhang (WEHI).

Supernatants containing ecotropically packaged lentiviruses expressing sgRNA were added onto retronectin-coated 12-well plates along with 8 µg/mL polybrene and centrifuged at 2700 × *g* for 90 min at 32 °C. After aspiration of viral supernatants, cultured HSPCs were seeded onto each well supplemented with 0.5 mL fresh medium containing cytokines and incubated at 37 °C overnight. The virus-infected HSPCs were then injected intravenously (i.v.) into lethally irradiated (2 × 5.5 Gy, 4 h apart) C57BL/6-Ly5.1 recipient mice (female, 6-week old). Reconstituted mice were monitored for lymphoma development and overall appearance. Survival time was defined as the time from HSPC transplantation until reconstituted mice had to be sacrificed due to reaching the predefined ethical endpoint determined by experienced animal technicians at WEHI Bioservices. Signs of lymphoma include increased respiration, palpable enlarged lymphatic organs, hunched posture and general loss of condition. Peripheral blood and tumour tissues collected from mice at the ethical endpoint were used for Western blot analysis, generation of cell lines and flow cytometric analysis.

### RNA preparation and RNA-seq analysis

Mouse Embryonic Fibroblast (MEF) cell lines were generated from E14 embryos of WT or *dCas9a-SAM*^*KI/+*^ mice and cultured in DMEM containing 10% (v/v) HI-FBS, 100 U-µg/mL Pen-Strep and 1 mM L-glutamine. For RNA-seq experiments, *dCas9a-SAM*^*KI/+*^ MEFs were infected with non-targeting control sgRNAs.

Cells were lysed in TRIzol Reagent (Thermo Fisher Scientific, #15596026) and RNA was extracted using the Direct-zol RNA Microprep kit (Zymo Research, #R2061) including DNase digestion step according to the manufacturer’s instructions. RNA samples were prepared for sequencing using the TruSeq RNA Library Prep Kit v2 (Illumina, #RS-122-2001) according to the manufacturer’s instructions. The prepared library was sequenced on a NextSeq 1000 (Illumina).

### Culture and infection of primary immune cells

Naïve B cells were purified with Streptavidin Negative Selection Beads (Invitrogen, #MSNB-6002) by staining with CD4, CD8, TER119 and CD43 cell surface markers. B cells were cultured in RPMI 1640 medium supplemented with 10% (v/v) HI-FBS, 100 U-µg/mL Pen-Strep, 1% L-glutamine, 1% non-essential amino acids (Gibco, #11140050), 1% HEPES, 1% sodium pyruvate and 50 µM 2-ME. T cells were cultured in FMA medium supplemented with 10 ng/mL mouse interleukin-2. Naïve B cells and T cells were stimulated with 10 µg/mL LPS (B cells) or 2 µg/mL concanavalin A plus 10 ng/mL mouse interleukin-2 (T cells), respectively.

For lentiviral infection, 5 × 10^5^ activated B cells per well were added onto retronectin-coated 12-well plates. Lentiviruses expressing sgRNA were added onto cells along with 8 µg/mL polybrene and centrifuged at 300 × *g* for 90 min at 28 °C. After aspiration of viral supernatants, fresh medium was added into each well and cells were incubated under normal conditions. Lentiviral supernatants along with 8 µg/mL polybrene were added to 1 × 10^6^ activated T cells and centrifuged at 1100 × *g* for 2 h at 32 °C. After aspiration of viral supernatants, T cells were resuspended in fresh medium and seeded onto 12-well plates.

### Western blotting

Liver, kidney and heart were harvested from WT or *dCas9a-SAM*^*KI/KI*^ mice. 0.03 g of each tissue was dissected and added into 100 µL ice-cold RIPA lysis buffer (50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1% SDS) containing EDTA-free protease inhibitors (Roche, #04693116001). Tissues were homogenised using a metal probe with an additional 300–600 µL of ice-cold lysis buffer added during the homogenization. Lysates were rotated for 2 h at 4 °C and then centrifuged at 12,000 × *g* for 20 min at 4 °C to collect supernatants containing protein. For cell samples, cell pellets were collected and resuspended in RIPA lysis buffer containing protease inhibitors and incubated on ice for 15 min. Centrifugation was performed at 12,000 × *g* for 10 min at 4 °C to collect supernatants containing protein.

Protein concentrations were measured using the BCA Protein Assay Kit (Thermo Fisher Scientific, #23225) following the manufacturer’s protocols. For Western blotting, a total of 15 µg protein was loaded onto NuPAGE 4–12% Bis-Tris 1.5 mm gels (Life Technologies, #NP0335BOX) and proteins were size fractionated by gel electrophoresis. The iBlot 2 Dry Blotting System (Life Technologies, #IB23001) was used to transfer proteins onto 0.2 µm nitrocellulose membranes. Membranes were blocked in 5% (m/v) skim milk and incubated with primary antibodies overnight at 4 °C. Primary antibodies used for Western blotting are listed in Supplementary Table 6. Membranes were washed and incubated with appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies to detect mouse, rat or rabbit IgG (Southern Biotech, #1010-05, #3010-05, #4010-05). Antibody bound proteins on membranes were visualised by adding Luminata Forte Western HRP substrate (Millipore, #WBLUF0100) and imaging was performed using the ChemiDoc XRS + machine (Bio-Rad).

### CRISPR activation screening

Whole genome CRISPR/Cas9 activating screens were performed in *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* DHL-like derived cell lines. To prepare virus containing the sgRNA library, 10 µg Caprano CRISPRa sgRNA library (A and B combined)^39^ was transfected into 293 T cells along with 5 µg p-VSVG and 10 µg psPAX2 as described above. *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma-derived cell lines (#214, #216), which are highly sensitive to venetoclax, were split into 6 replicates of 3 × 10^5^ cells each and infected as described above for the *Eµ-Myc* lymphoma cells. Infected cells were expanded in culture for 2 weeks. For each replicate infection, 7 × 10^6^ cells were transferred into three T75 flasks and treated with either DMSO (negative control), or IC50 doses (214: 10 nM, 216: 5 nM) or IC80 doses (214: 30 nM, 216: 15 nM) of venetoclax. Lymphoma cells were passaged every 3–5 days as they became confluent and fresh drug was added. Cells receiving the IC50 dose of venetoclax were split into two other T75 flasks after 4 days of treatment. One culture was maintained at an IC50 dose while the dose for the other was ramped up slowly over time until an IC100 dose (214: 100 nM, 216: 50 nM) was reached. After a total of 14 days of drug treatment, pellets of 2 × 10^6^ cells were collected for all treatments. DNA was extracted using a DNeasy Blood & Tissue Kit. sgRNAs were amplified from 100 ng of DNA using GoTaq Green Master Mix (Promega, #M7123) according to the manufacturer’s protocol. The following primers were used, which had been modified with unique overhangs to create a set of indexing primers for Illumina sequencing: FWD: 3′-TGCTTACCGTAACTTGAAAGTA-5′ and REV: 5′-AATACGAGCAGACCCTGATG-3′. PCRs were performed in triplicate for each sample. Products were pooled, cleaned up using Ampure XP beads (Beckman Coulter, #A63881) and sequenced on an Illumina NextSeq 550. For each sample, the number of reads mapping to each sgRNA in the library (as a proportion of the total number of reads for that sample) was calculated. For bar graphs, sgRNAs which made up at least 10% of the total sgRNAs detected for each sample were plotted.

### Validation of hits from the CRISPR screens

To validate hits identified from CRISPR screens, select sgRNA sequences from the Caprano library were individually cloned into pXPR_502. The sgRNA sequences are shown in Supplementary Table 3. Virus was prepared and used to transduce 1 × 10^5^ *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma-derived cells as described above. Infected cells were cultured for 2–3 weeks to allow time for gene induction. Meanwhile, parental *Eµ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphoma-derived cell lines were transduced with a retroviral vector expressing high eGFP (pMIG) as described above, using 10 µg pMIG, 5 µg GAG and 5 µg ENV. eGFP-high cells were sorted on a FACSAria III flow cytometer (BD Biosciences). eGFP-high parental cells were mixed 1:1 with cells carrying the sgRNAs for validation. Mixed cultures were treated with DMSO (negative control) or an IC50 dose of venetoclax for up to 2 weeks. Cultured cells were passaged every 2–3 days, fresh drug added, and the proportions of each cell population monitored by flow cytometry.

### Statistical analysis

All data were analysed by Graphpad Prism software (Version 8.2.0). The comparison between two groups was determined by student’s *t*-test. For more than two groups, multiple *t-*tests or two-way ANOVA were performed to evaluate differences between the groups. Kaplan-Meier survival curves were plotted to represent the tumour latency of HSPC reconstituted mice. Data are represented as means ± the standard deviation (SD) and significance between groups are measured by *P* value that is statistically significant as *P < 0.05, **P < 0.01 and ns = no significant difference.

RNA-Seq analysis of wildtype (WT) and *dCas9a-SAM*^*KI/+*^ MEF and B-ALL samples were analysed using R version 4.1.3 software packages edgeR v3.34.1^59,60^ and limma v3.48.3^61^. First, samples were aligned by Rsubread v2.6.4^62^ and annotated to Mus musculus genome assembly GRCm38 (mm10) from Genome Reference Consortium. The counts were filtered by using the method described^63^ and then transformed to log_2_ (counts per million) with associated precision weights, using the voom method^64^. Differential enrichment between treatments, *Eμ-Myc/dCas9a-SAM*^*KI/+*^*/sgBcl-2* lymphomas vs preB-ALL and WT vs* dCas9a-SAM*^*KI/+*^*/sgNT* MEFs, were all assessed using empirical Bayes moderated *t*-statistics^65^. The *P* values were adjusted to control the false discovery rate (FDR) using the method of Benjamini and Hochberg^66^. The pathway analyses are conducted using Molecular Signatures Database v7.5.1 c2 curated dataset^67^ using camera^68^ gene set test. For visualising gene expressions with heatmaps, we used pheatmap v1.0.12 R package and for visualising gene set enrichments we used barcode plots from limma package. For clonotype analysis, fastq files from cell lines and primary tumours were analysed using the MiXCR software package (Version 3.0.6)^69^.

For CRISPR screens, differential enrichment analyses were conducted using edgeR software package edgeR v3.30.3^59,60^. sgRNAs were filtered by using the method described and library sizes were normalised using upperquartile method^70^. Counts were then transformed to log_2_ (counts per million) with associated precision weights, using the voom method. Differential enrichment between treatments was assessed using empirical Bayes moderated *t*-statistics. The *P* values were adjusted to control the FDR using the method of Benjamini and Hochberg.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE205509. The Molecular Signatures Database used in this study is available online [https://www.gsea-msigdb.org/gsea/msigdb]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Generation of a CRISPR activation mouse that enables modelling of aggressive lymphoma and interrogation of venetoclax resistance
**Source:** Nat Commun. 2022 Aug 12;13:4739. doi: 10.1038/s41467-022-32485-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**Generation of a CRISPR activation mouse that enables modelling of aggressive lymphoma and interrogation of venetoclax resistance.**

## Supplementary Fig. 1

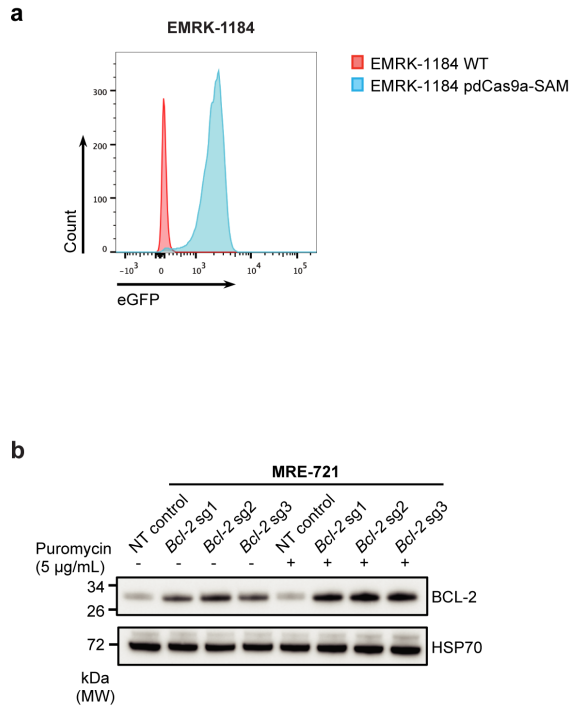

**Supplementary Fig. 1 eGFP expression in the EMRK-1184 *Eμ-Myc* lymphoma cell line transduced with dCas9a-SAM construct.** **a** eGFP expression in EMRK-1184 *Eμ-Myc* lymphoma-derived cell line was determined by flow cytometry. Cells were transduced with pdCas9A-SAM and sorted for eGFP positivity. Cells were then cultured for enrichment of eGFP positive populations and eGFP levels were determined by flow cytometry compared to uninfected EMRK-1184 cell line. **b** Western blot analysis for BCL-2 levels in manipulated *Eμ-Myc* lymphoma cell lines. MRE-721 *Eμ-Myc* lymphoma-derived cell lines were transduced with pdCas9a-SAM plus non-targeting control (NT) sgRNAs or pdCas9a-SAM plus *Bcl-2* sgRNAs. Cell lysates were harvested from transduced cell lines, before or after puromycin-selection and expression of the indicated proteins was examined by Western blotting to confirm that puromycin treatment does not impact BCL-2 expression levels. Probing for HSP70 served as a loading control. 2 independent experiments were repeated with similar results. Source data are provided as a Source Data file.

## Supplementary Fig. 2

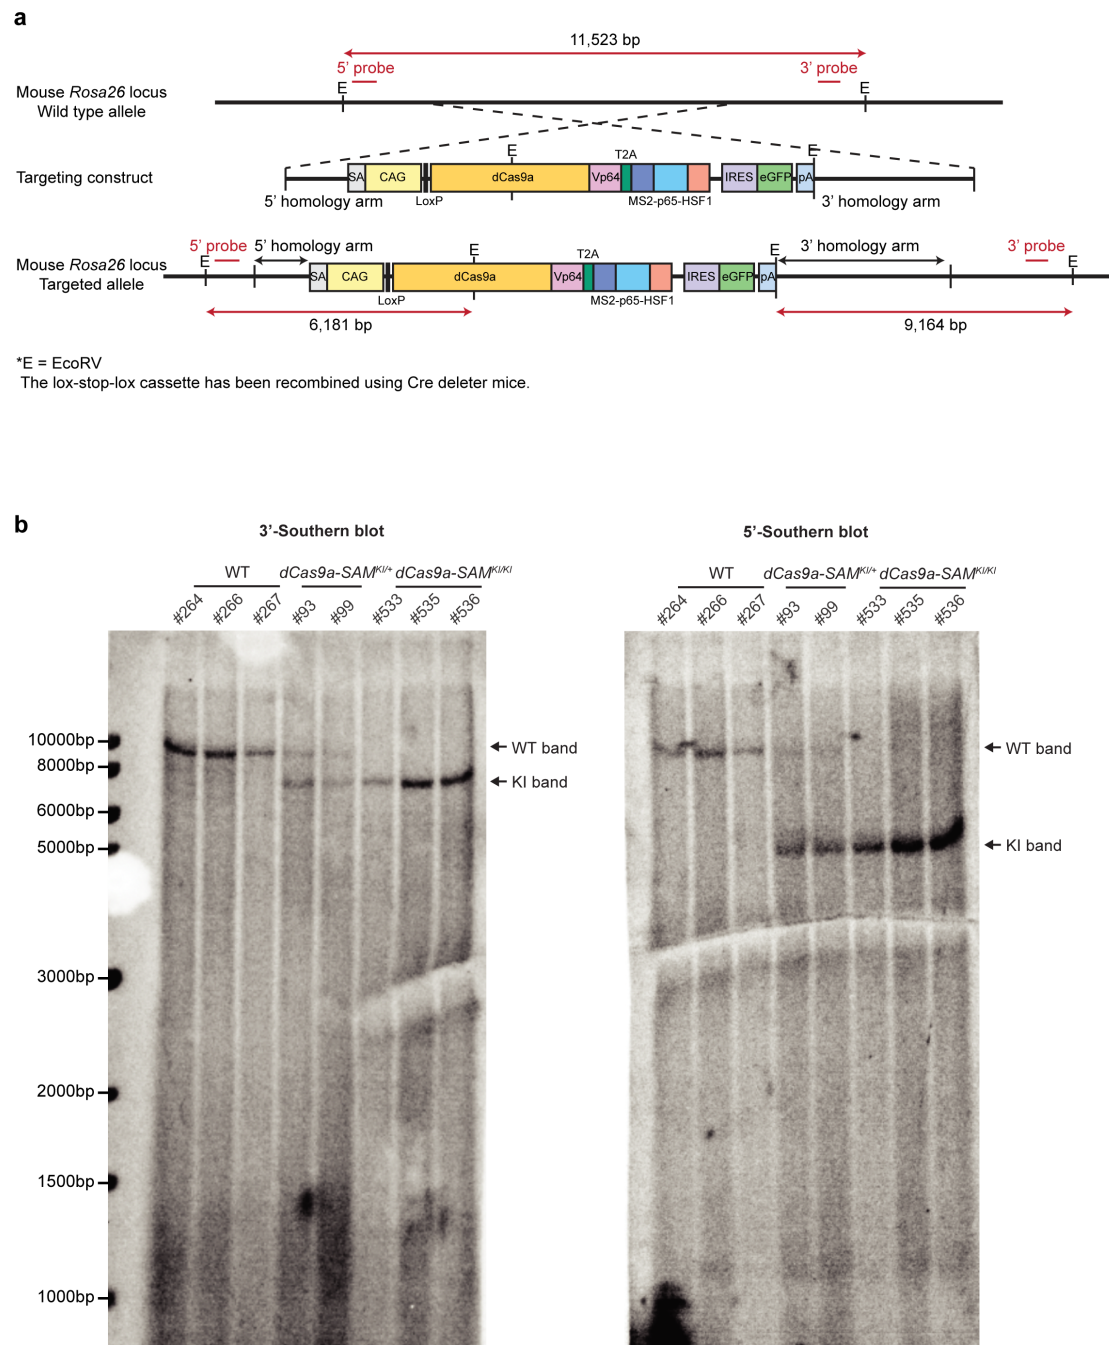

**Supplementary Fig. 2 Southern blot analysis based validation of dCas9a-SAM cassette integration in gene-targeted mice.** **a** Schematic representation of Southern blotting strategy. P32-labelled 3'- and 5'- *Rosa26* probes were used for the analysis. **b** Southern blot analysis for detecting WT or *dCas9a-SAM<sup>KI</sup>* DNA bands. Genomic DNA samples used for Southern blotting were extracted from livers of WT, *dCas9a-SAM<sup>KI/+</sup>* or *dCas9a-SAM<sup>KI/KI</sup>* mice. 2 independent experiments were repeated with similar results. Source data are provided as a Source Data file.

### Supplementary Fig. 3

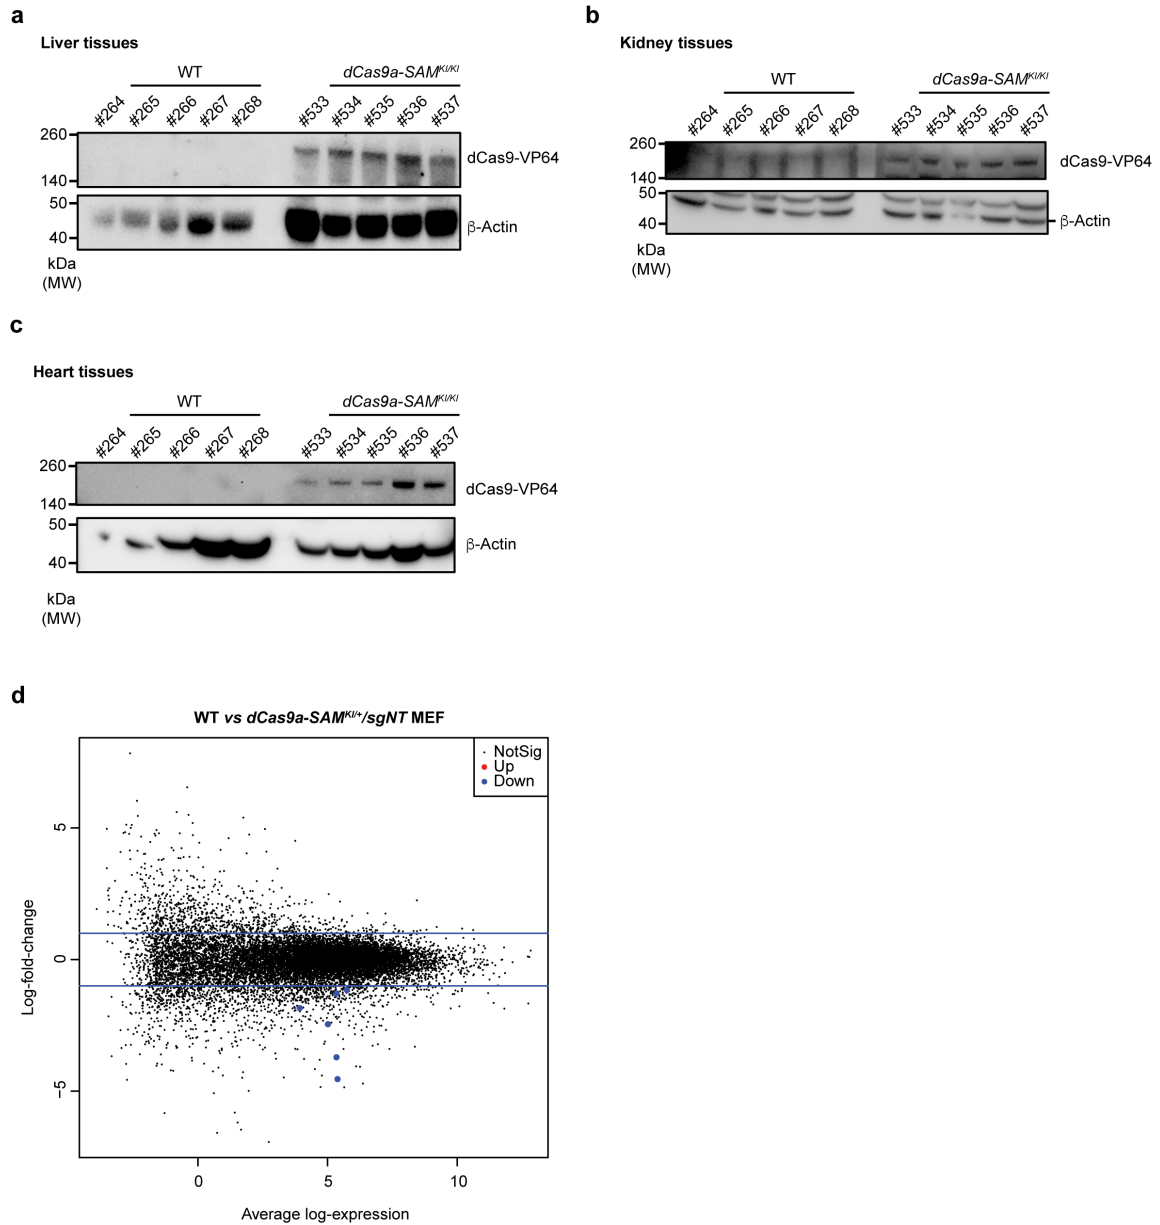

**Supplementary Fig. 3 Tissue expression of dCas9-VP64 in *dCas9a-SAM* transgenic mice and analysis of off-target gene activation.** **a-c** Western blot analysis for dCas9-VP64 fusion protein expression in liver and heart tissues harvested from WT or *dCas9a-SAM*<sup>KI/KI</sup> mice. Probing for β-Actin was used as a protein loading control. 2 independent experiments of each tissue were repeated with similar results. **d** Differential expression analysis of RNA from WT and *dCas9a-SAM*<sup>KI/+</sup>/sgNT MEFs showing no significant changes in gene expression. For each genotype, 2 independent MEF cell lines were used for the analysis. Source data are provided as a Source Data file.

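The spread between the 2 MEF lines of a genotype was compared over the 15158 genes expressed in the 10 MEF libraries. Between the 2 WT libraries, 4850 genes were at least 2-fold apart, against 350 between the 2 sgNT libraries and 282 between the 2 *dCas9a-SAM* KI/+ libraries without an sgRNA. Pearson's correlation across genes, which are not independent replicates, was 0.896 between the 2 WT libraries, 0.99 between the 2 sgNT libraries and 0.994 between the 2 without an sgRNA. WT MEF 1 was closer to the sgNT libraries than to WT MEF 2, with 1300 genes at least 2-fold apart from sgNT MEF 1 and 1428 from sgNT MEF 2. WT MEF 2 had 4553 and 4550 genes at least 2-fold apart from these 2 sgNT libraries. The median residual SD per gene in the limma fit was 0.341 on the log2 scale for sgNT against WT. It was 0.105 for sgNT against no sgRNA. The difference within the WT group was thus larger than that between WT MEF 1 and either sgNT library. No 2 libraries of a group had counts within sampling noise of each other, and each was counted as a sample. This does not show that they come from different embryos. The 2 sg*Bcl-2* libraries numbered as MEF line 1 had 361 genes at least 2-fold apart, more than the 282 of the pair without an sgRNA. The 2 sgNT libraries, with 350, differ in sex, so the number of such genes does not tell embryos from cultures.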

## Supplementary Fig. 4

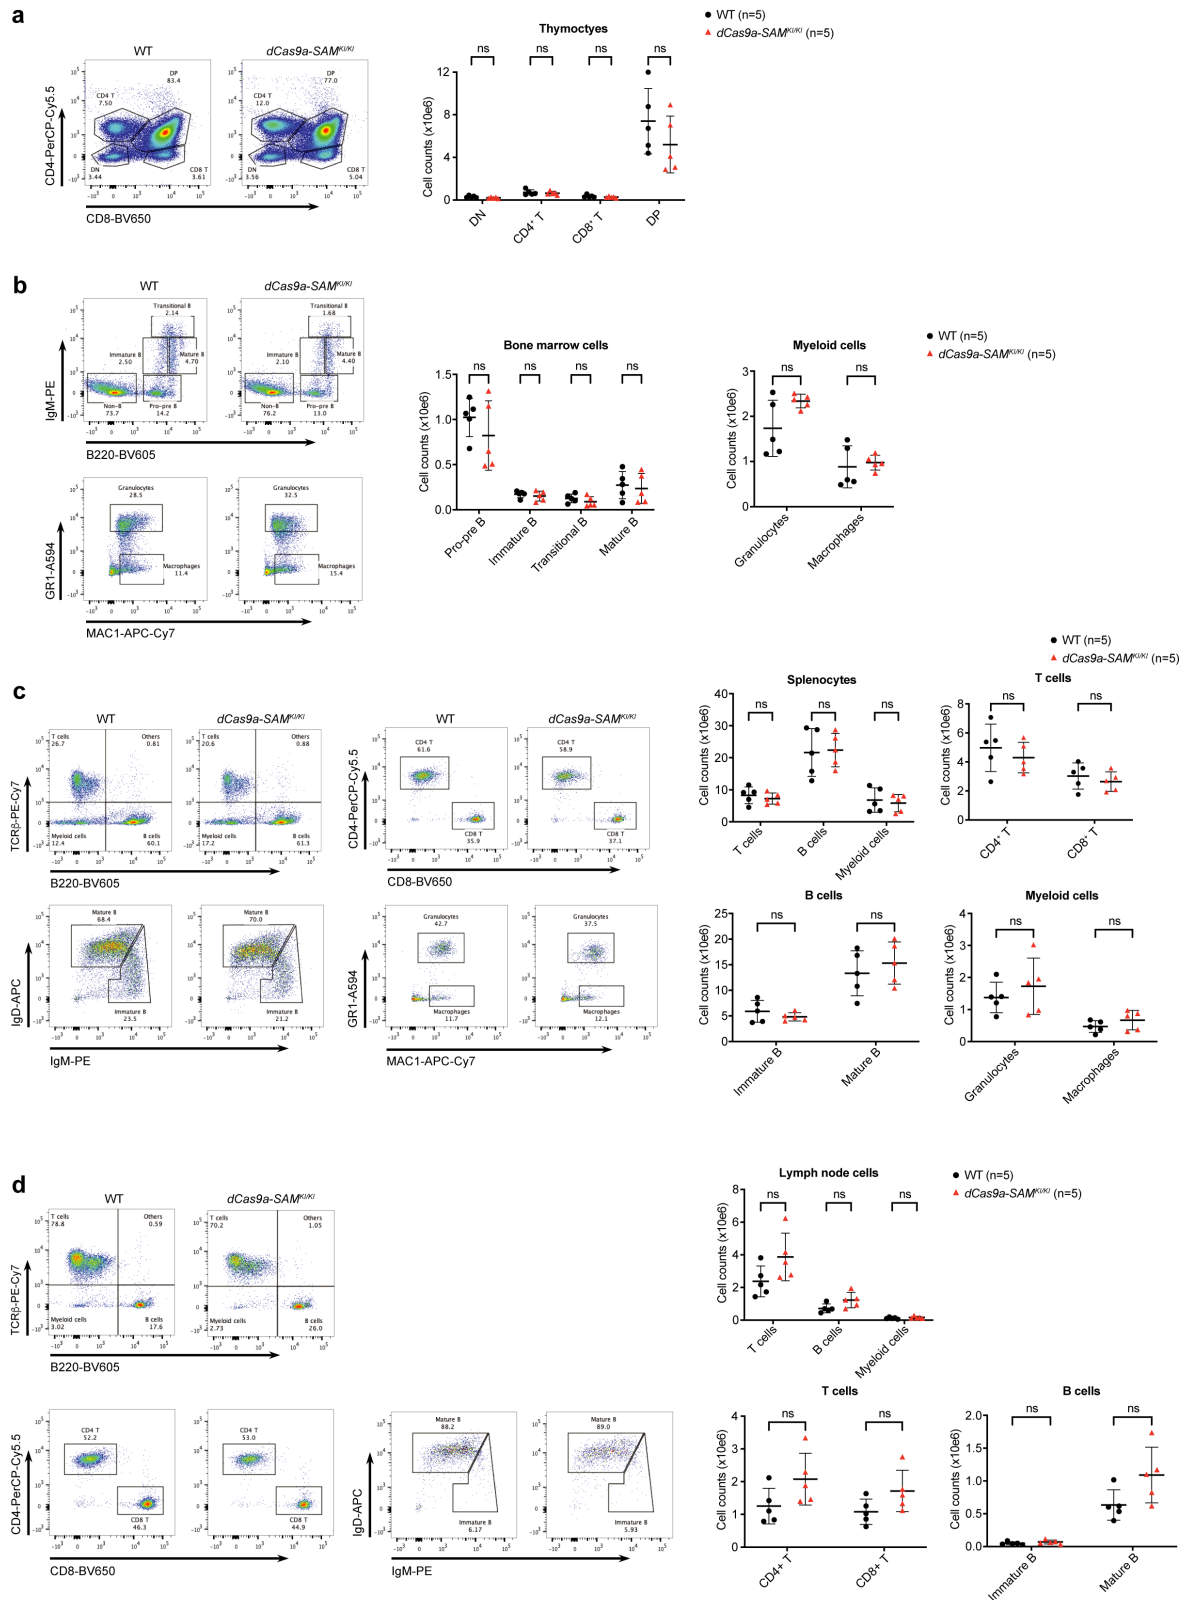

**Supplementary Fig. 4** *dCas9a-SAM<sup>KI/KI</sup>* mice exhibit no defects in the haematopoietic system. **a** T cell composition in the thymi of WT mice or *dCas9a-SAM<sup>KI/KI</sup>* mice is shown by representative FACS plots. Distinct T cell populations were defined as DN (double negative, CD4-

CD8<sup>-</sup>) cells , CD4<sup>+</sup> T cells, CD8<sup>+</sup> T cells and DP (double positive, CD4<sup>+</sup>CD8<sup>+</sup>) T cells. **b** B cell and myeloid cell distributions in the bone marrow of WT mice or *dCas9a-SAM<sup>KI/KI</sup>* mice are shown by representative FACS plots. B cell subsets were defined as pro-B/pre-B (B220<sup>+</sup>IgM<sup>-</sup>), immature B (B220<sup>+</sup>IgM<sup>lo</sup>), transitional B (B220<sup>+</sup>IgM<sup>hi</sup>) and mature B (B220<sup>hi</sup>IgM<sup>lo</sup>) cells. Granulocytes were identified as MAC1<sup>+</sup>GR1<sup>+</sup> and macrophages were identified as MAC1<sup>+</sup>GR1<sup>-</sup>. **c** T cell, B cell and myeloid cell distributions in the spleens of WT mice or *dCas9a-SAM<sup>KI/KI</sup>* mice are shown by representative FACS plots. In splenocytes, T cells were identified as B220<sup>-</sup>TCRβ<sup>+</sup>, B cells as B220<sup>+</sup>TCRβ<sup>-</sup> and myeloid cells as B220<sup>-</sup>TCRβ<sup>-</sup>. Specifically, T cell subsets were identified as CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells. B cell subsets were defined as immature B (IgM<sup>+</sup>IgD<sup>-</sup>) and mature B (IgM<sup>-</sup>IgD<sup>+</sup>) cells. Myeloid cell subsets were defined as granulocytes (MAC1<sup>+</sup>GR1<sup>+</sup>) and macrophages (MAC1<sup>+</sup>GR1<sup>-</sup>). **d** T cell, B cell and myeloid cell distributions in the lymph nodes of WT mice or *dCas9a-SAM<sup>KI/KI</sup>* mice are shown by representative FACS plots. In lymph node cells, T cells were defined as B220<sup>-</sup>TCRβ<sup>+</sup>, B cells as B220<sup>+</sup>TCRβ<sup>-</sup> and myeloid cells as B220<sup>-</sup>TCRβ<sup>-</sup>. T cell subsets were defined as CD4<sup>+</sup> T cells and CD8<sup>+</sup> T cells. B cell subsets were defined as immature B (IgM<sup>+</sup>IgD<sup>-</sup>) and mature (IgM<sup>-</sup>IgD<sup>+</sup>) B cells. Data are presented as mean ± SD, n=5 mice for each group. All the statistical significance was determined using multiple unpaired *t*-test with two-stage step-up correction. ns = no significant difference. Source data are provided as a Source Data file.

## Supplementary Fig. 5

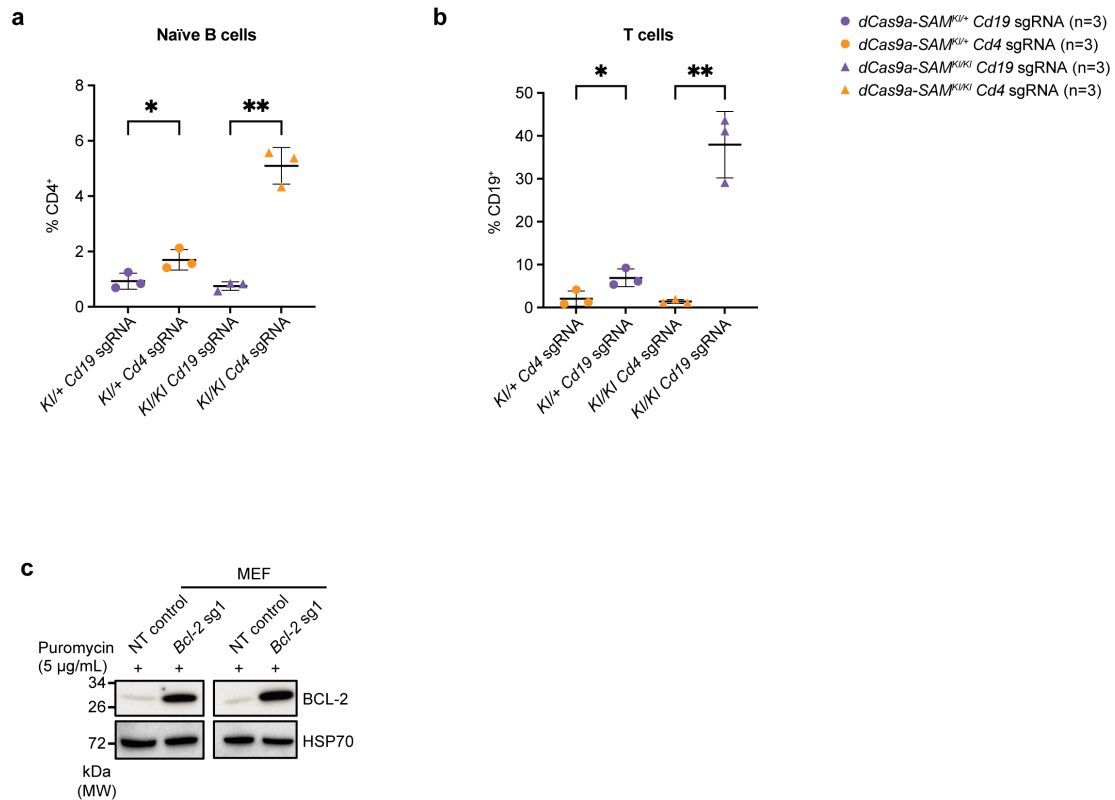

**Supplementary Fig. 5 Comparison of robust gene expression in *dCas9a-SAM<sup>KI/+</sup>* and *dCas9a-SAM<sup>KI/KI</sup>* primary murine cells.** **a** Naïve B cells were isolated from *dCas9a-SAM<sup>KI/+</sup>* or *dCas9a-SAM<sup>KI/KI</sup>* mice and transduced with *Cd4* sgRNAs. The expression of CD4 was analysed by flow cytometry. Cells transduced with *Cd19* sgRNAs served as the negative control for CD4 staining. Data are presented as mean  $\pm$  SD,  $n = 3$  independent experiments. The statistical significance was determined by two-sided student's *t*-test.  $P = 0.0465$  (*KI/+* *Cd4* vs *KI/+* *Cd19*),  $P = 0.0004$  (*KI/KI* *Cd4* vs *KI/KI* *Cd19*), \* =  $P < 0.05$ , \*\* =  $P < 0.01$ . **b** T cells were isolated from *dCas9a-SAM<sup>KI/+</sup>* or *dCas9a-SAM<sup>KI/KI</sup>* mice and transduced with *Cd19* sgRNAs. The expression of CD19 was analysed by flow cytometry. Cells transduced with *Cd4* sgRNAs served as the negative control. Data are presented as mean  $\pm$  SD,  $n = 3$  independent experiments. The statistical significance was determined by two-sided student's *t*-test.  $P = 0.0375$  (*KI/+* *Cd19* vs *KI/+* *Cd4*),  $P = 0.0012$  (*KI/KI* *Cd19* vs *KI/KI* *Cd4*), \* =  $P < 0.05$ , \*\* =  $P < 0.01$ . **c** MEFs were generated from E14 embryos of *dCas9a-SAM<sup>KI/+</sup>* mice and transduced with *Bcl-2* sgRNAs or non-targeting control sgRNAs. sgRNAs in puromycin-resistant backbones were used for Western blotting. Probing for HSP70 served as a loading control. 2 independent experiments were repeated with similar results. Source data are provided as a Source Data file.

## Supplementary Fig. 6

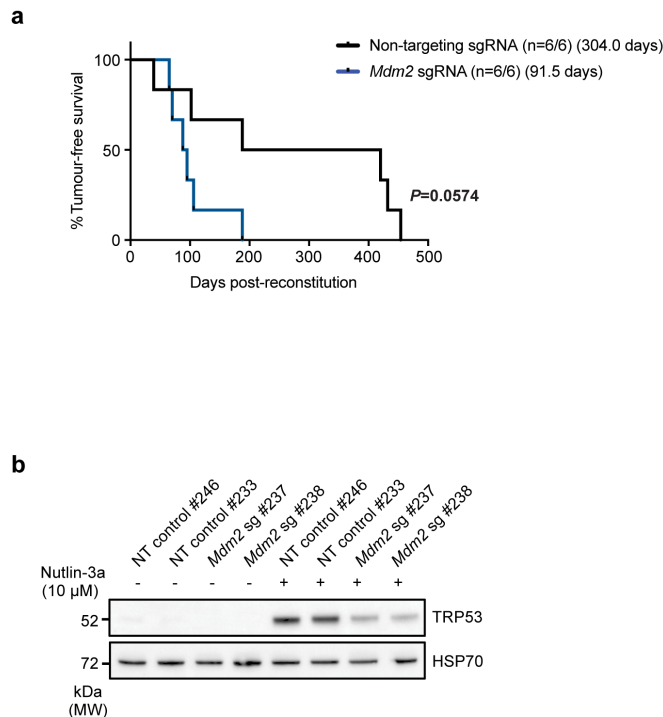

**Supplementary Fig. 6 Haematopoietic reconstitution with *Eμ-Myc/dCas9a-SAM<sup>Kl/+</sup>/sgMdm2* HSPCs.** **a** Kaplan-Meier survival curve of reconstituted mice transplanted with non-targeting controls or *Eμ-Myc/dCas9a-SAM<sup>Kl/+</sup>/sgMdm2* HSPCs. n/n = numbers of sick mice/numbers of total recipient mice. Data are combined from two independent reconstitution experiments. The statistical significance was determined by the Mantel-Cox test.  $P = 0.0574$ . **b** The expression of TRP53 in control lymphoma-derived cell lines or *Eμ-Myc/dCas9a-SAM<sup>Kl/+</sup>/sgMdm2* lymphoma-derived cell lines were determined by Western blot analysis. Cell lines were pre-treated with 20  $\mu$ M Q-VD-OpH for 15 min and then treated with DMSO or 10  $\mu$ M nutlin-3a for 24 h. Cell line numbers indicate the animal numbers of sick mice from which the cell lines had been derived. Probing for HSP70 served as a protein loading control. 2 independent experiments were repeated with similar results. Source data are provided as a Source Data file.

## Supplementary Fig. 7

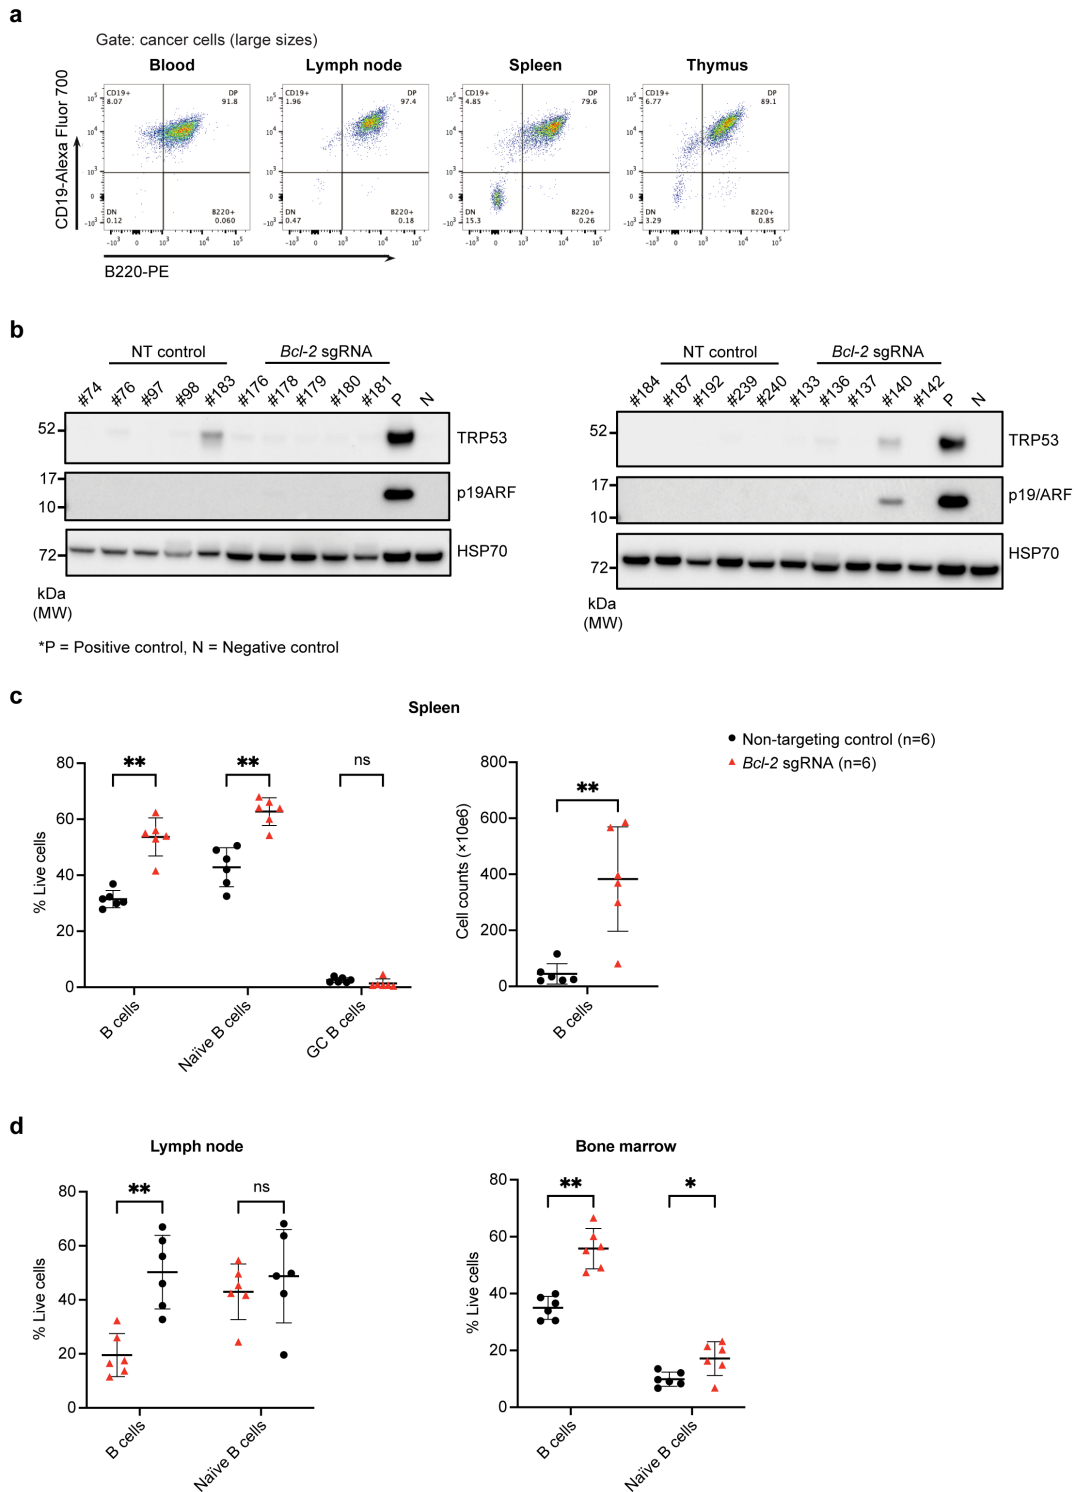

**Supplementary Fig. 7 Haematopoietic reconstitution with *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* HSPCs. a** Characterisation of *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma phenotype. Blood, lymph nodes, spleen and thymus were harvested from sick *sgBcl-2* HSPC reconstituted mice for staining and flow cytometric analysis. Lymphoma cells were gated on FSC/SSC at a larger size than non-transformed haematopoietic cells. **b** TRP53 and p19ARF protein analysis in the spleens

from sick control HSPC or *sgBcl-2* HSPC reconstituted mice is shown by Western blotting. Probing for HSP70 served as a protein loading control. 2 independent experiments were repeated with similar results. **c**, **d** Lethally irradiated mice were transplanted with *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgNT* (control) or *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* HSPCs. Pre-leukemic analysis was performed 5 weeks post HSPC transplantation. B cells were defined as B220<sup>+</sup>CD19<sup>+</sup>. Naïve B cells and GC B cells were gated from B220<sup>+</sup>CD19<sup>+</sup> cells and defined as naïve B (CD38<sup>+</sup>FAS<sup>-</sup>) or GC B (CD38<sup>-</sup>FAS<sup>+</sup>) cells in **c** spleen and **d** lymph node and bone marrow. Data are presented as mean ± SD, n=6 mice for each group. The statistical significance was determined using multiple unpaired *t*-test with two-stage step-up correction. In **c** spleen (left panel),  $P < 0.0001$  (B cells),  $P = 0.0002$  (Naïve B cells),  $P = 0.1371$  (GC B cells). In **d** lymph node,  $P = 0.0008$  (B cells),  $P = 0.5012$  (Naïve B cells). In **d** bone marrow,  $P < 0.0001$  (B cells),  $P = 0.0203$  (Naïve B cells). In **c** spleen (right panel), the statistical significance was determined using two-sided student's *t*-test,  $P = 0.0014$ . ns = no significant difference, \* =  $P < 0.05$ , \*\* =  $P < 0.01$ . Source data are provided as a Source Data file.

## Supplementary Fig. 8

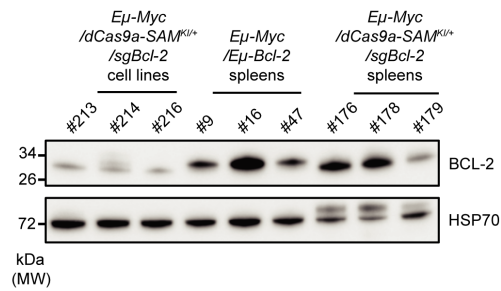

**Supplementary Fig. 8 Comparison of BCL-2 levels in lymphomas from *Eμ-Myc/Eμ-Bcl-2* doubly transgenic mice and lymphomas from *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* HSPC reconstituted mice.** Western blot analysis for BCL-2 in *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* cell lines (lanes 1-3) and primary tumours (lanes 7-9) and from *Eμ-Myc/Eμ-Bcl-2* primary tumours (lanes 4-6) using an antibody that recognises both mouse and human BCL-2. Probing for HSP70 served as a loading control. 2 independent experiments were repeated with similar results. Source data are provided as a Source Data file.

## Supplementary Fig. 9

**a**

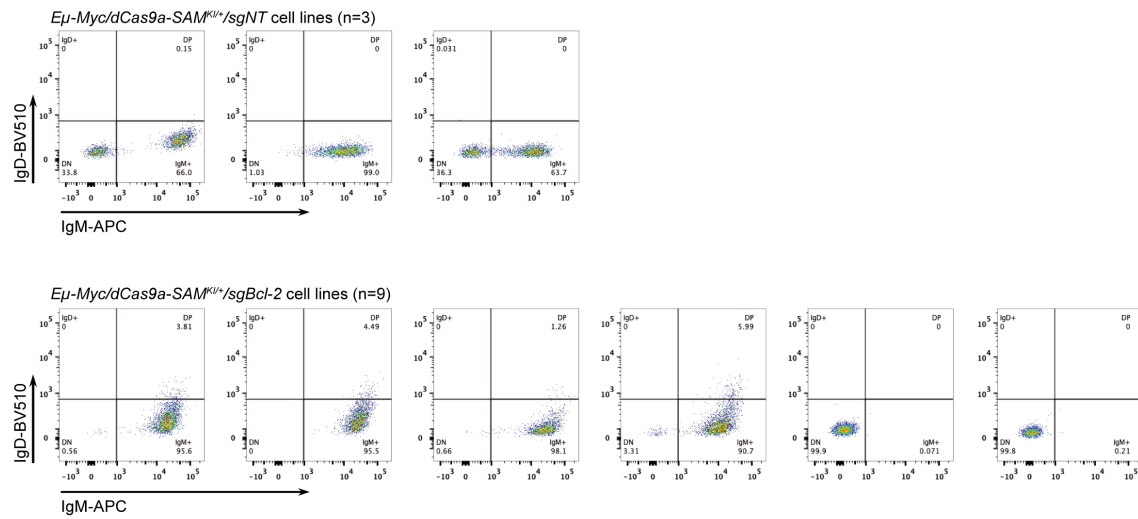

**b**

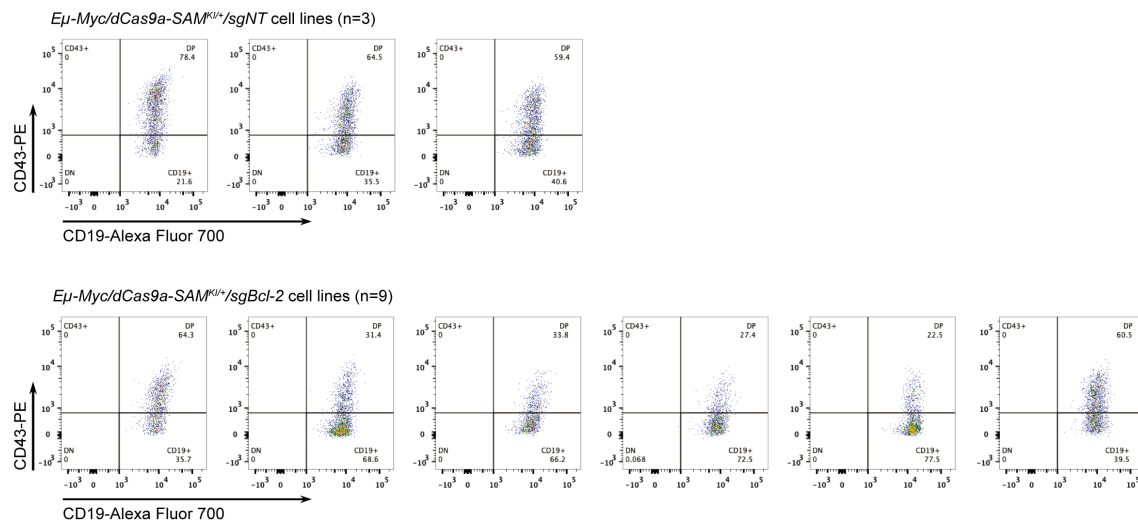

**Supplementary Fig. 9 Phenotyping of *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma-derived cell lines.** **a, b** IgM/IgD or CD19/CD43 staining was performed and analysed by flow cytometric analysis. 3 control cell lines and 7 *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma cell lines were used for the analysis and all FACS plots are shown respectively.

## Supplementary Fig. 10

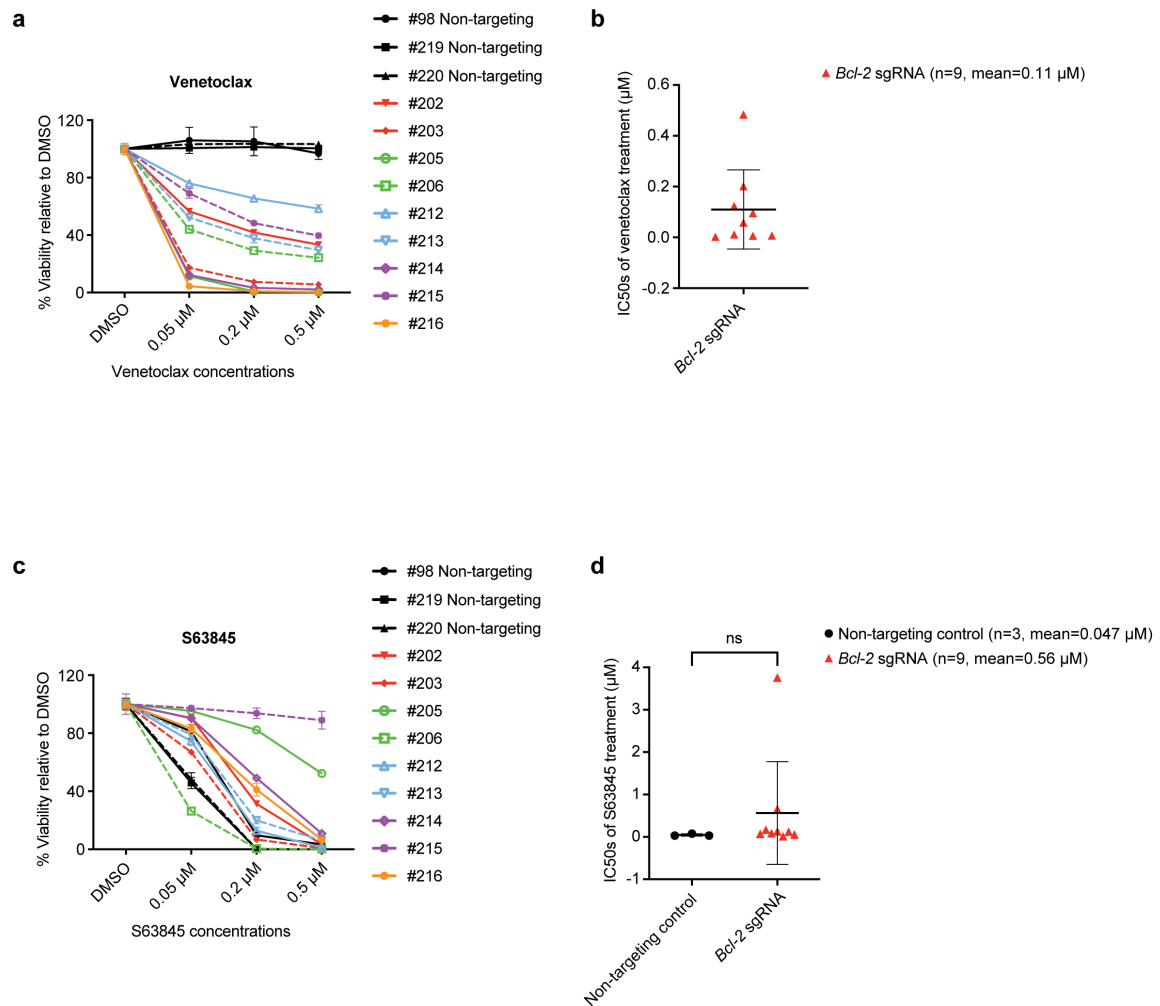

**Supplementary Fig. 10 Responses of lymphoma cell lines to treatment with the BCL-2 inhibitor venetoclax or the MCL-1 inhibitor S63845.** **a, c** Viability curves of distinct control *E $\mu$ -Myc* lymphoma cell lines (n=3) or *E $\mu$ -Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma cell lines (n=9) after treatment for 24 h with the indicated doses of the BCL-2 inhibitor venetoclax or the MCL-1 inhibitor S63845. Cell viability was determined by staining with propidium iodide (PI) followed by flow cytometric analysis. Data are presented as mean  $\pm$  SD, n = 3 independent experiments. **b, d** IC50s of individual control *E $\mu$ -Myc* lymphoma lines or *E $\mu$ -Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma lines treated with venetoclax or S63845. Control *E $\mu$ -Myc* lymphoma cell lines are resistant to venetoclax treatment and so the IC50s cannot be calculated and are therefore not presented in the figure. Data are represented as mean  $\pm$  SD, 3 control cell lines and 9 *E $\mu$ -Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma cell lines were used for each treatment. The statistical significance was determined using two-sided Mann-Whitney *t*-test. ns = no significant difference. Source data are provided as a Source Data file.

Supplementary Fig. 11

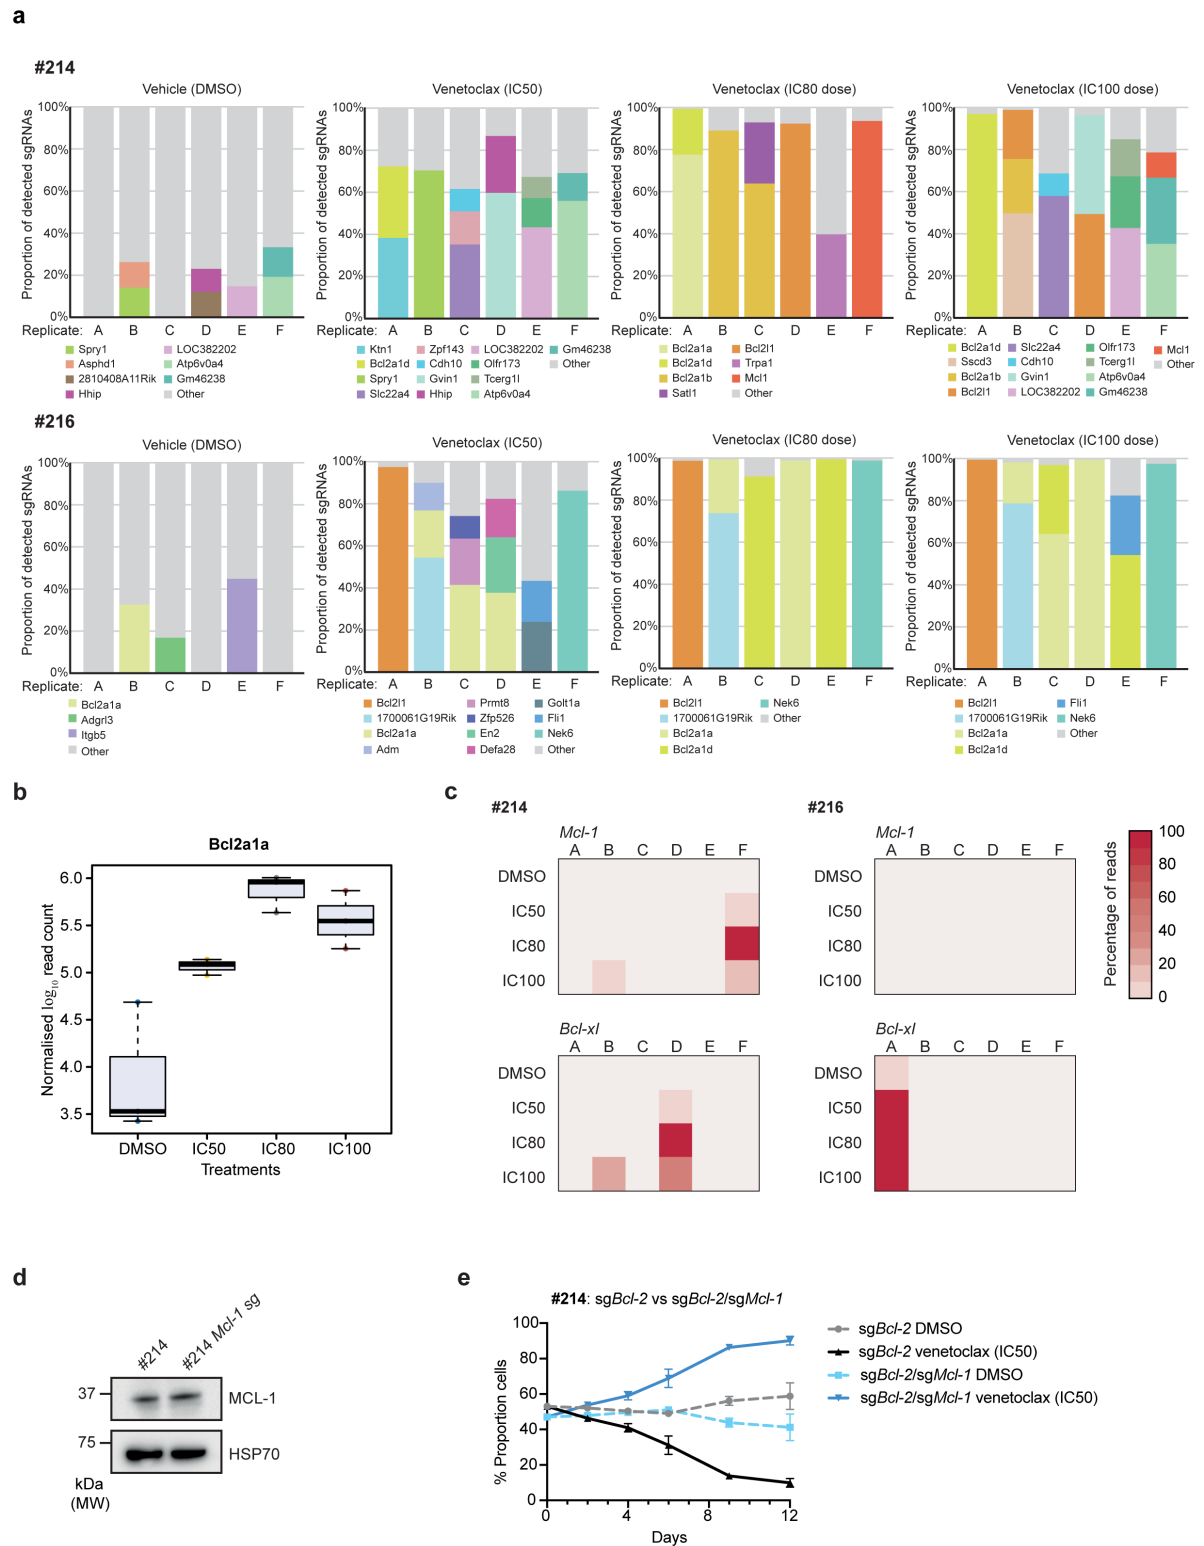

Supplementary Fig. 11 Whole genome CRISPR activation screens for venetoclax resistance factors in *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma cell lines. **a** Top enriched sgRNAs for each replicate in each treatment group. sgRNAs making up at least 10% of the total sample are

indicated. **b** Representative box plot showing enrichment of sgRNAs targeting the promoter of *Bcl2a1a* in #216 cells treated with various doses of venetoclax compared to control cells treated with DMSO. Data are presented as mean  $\pm$  SD, n = 6 independent cell samples. The minima, maxima, centre, bounds of box and whiskers and percentile are provided in the Source Data file. **c** Heatmaps showing the proportions of sequencing read results which mapped to sgRNAs targeting the promoter regions of the pro-survival genes *Mcl1* or *Bcl-xl*. The six replicate samples for each treatment condition are shown in columns A-F. **d** Western blot analysis for MCL-1 in the #214 lymphoma-derived cell line with and without an sgRNA targeting the *MCL-1* promoter (*sgMcl-1*). 2 independent experiments were repeated with similar results. **e** Cell competition assays of #214 control DHL-like cells vs the same cell lines carrying an additional sgRNA targeting *Mcl-1* (*sgMcl-1*) as shown in d. Lymphoma cells were mixed ~1:1 and treated with DMSO (negative control) or IC50 doses of venetoclax. Parental lymphoma cells were tagged with eGFP and the contribution of lymphoma cells of each genotype to the overall population was monitored over time by flow cytometry. Data are presented as mean  $\pm$  SD with representative graph showing one of three experiments performed in duplicate of similar results. Source data are provided as a Source Data file.

## Supplementary Fig. 12

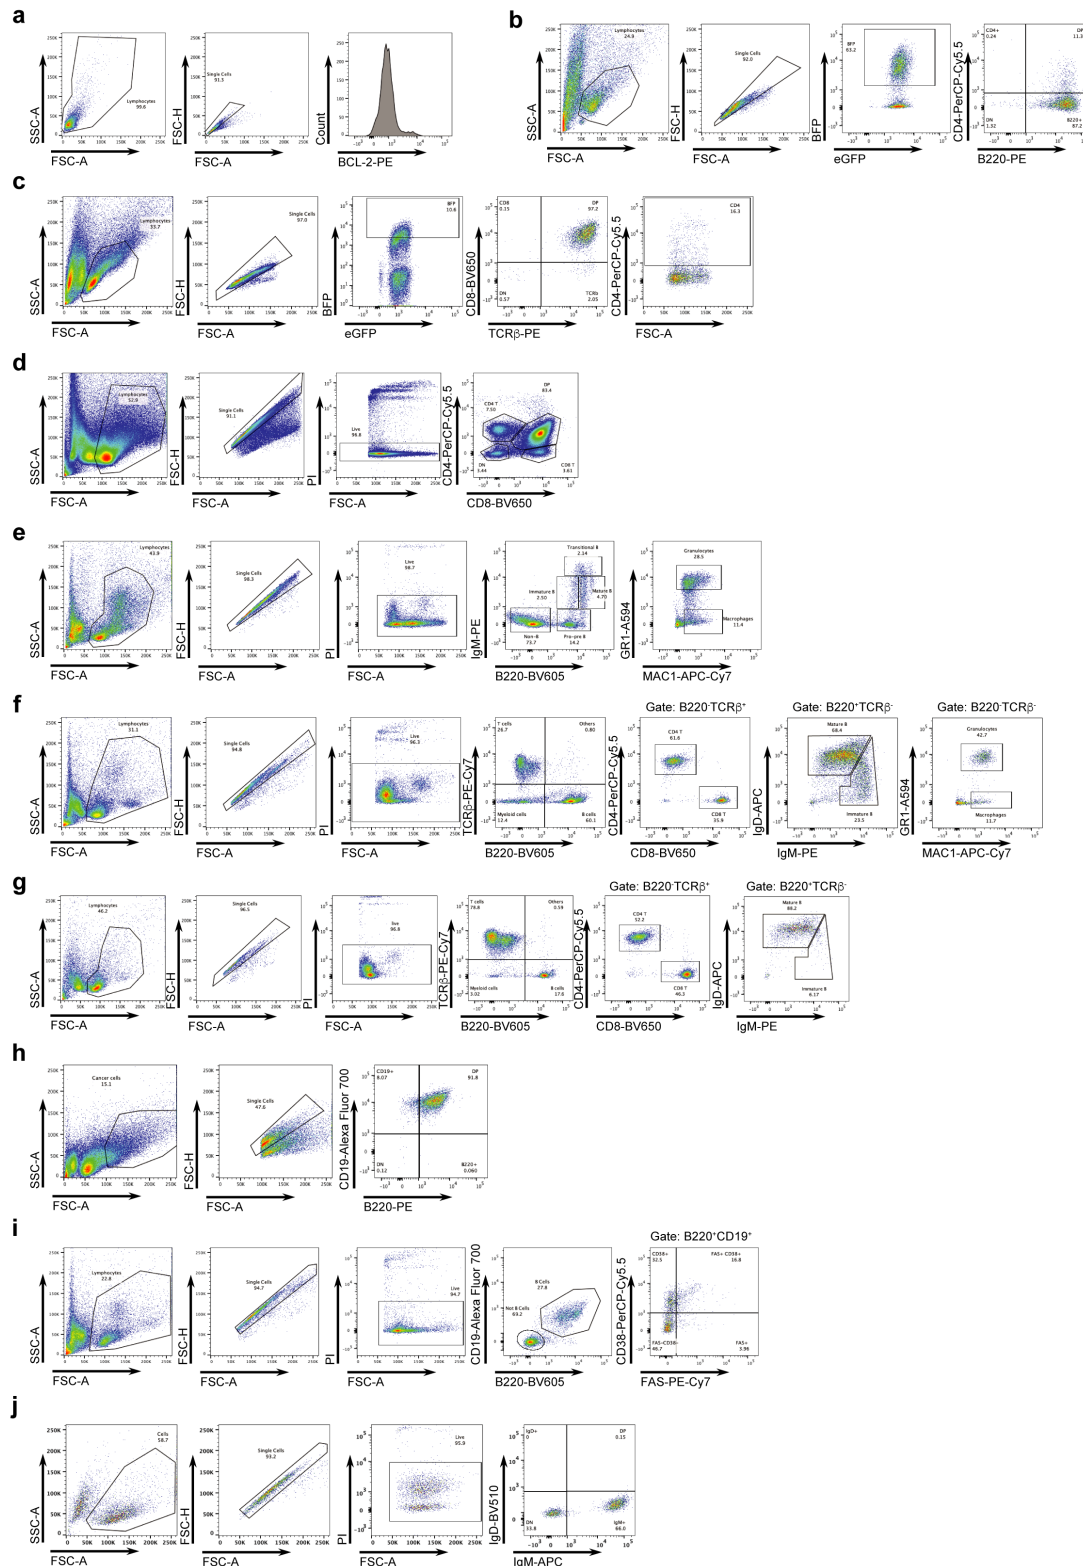

**Supplementary Fig. 12 FACS analytical strategies.** a Representative FACS plots show the gating strategy for intracellular staining of Fig. 2b, Fig. 3a, Fig. 4b, Fig. 5b. b Representative FACS plots show the gating strategy for naïve B cell staining of Fig. 3b-c, Fig. 3f. c Representative FACS

plots show the gating strategy for T cell staining of Fig. 3d-e. **d** Representative FACS plots show the gating strategy for thymocytes of Supplementary Fig. 4a. **e** Representative FACS plots show the gating strategy for bone marrow cells of Supplementary Fig. 4b. **f** Representative FACS plots show the gating strategy for splenocytes of Supplementary Fig. 4c. **g** Representative FACS plots show the gating strategy for lymph node cells of Supplementary Fig. 4d. **h** Representative FACS plots show the gating strategy for cancer cells from tumour tissues of Supplementary Fig. 7a. **i** Representative FACS plots show the gating strategy for pre-leukaemic analysis of Supplementary Fig. 7c-d. **j** Representative FACS plots show the gating strategy for *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgNT* or *sgBcl2* cell lines of Supplementary Fig. 9a-b. The gating strategy of Fig. 2c is the same as live cell gating in Supplementary Fig. 12d-g. The gating strategy of Supplementary Fig. 1a is the same as live cell gating in Supplementary Fig. 12j.

**Supplementary Table 1. IC50s of *Eμ-Myc/dCas9a/SAM<sup>Kl/+</sup>/sgBcl-2* lymphoma cell lines or control *Eμ-Myc* lymphoma cell lines for treatment with venetoclax or S63845**

| Sample name        | IC50 venetoclax (μM) | Sample name        | IC50 S63845 (μM) |
|--------------------|----------------------|--------------------|------------------|
| #98 Non-targeting  | Resistant            | #98 Non-targeting  | 0.0306           |
| #219 Non-targeting | Resistant            | #219 Non-targeting | 0.0329           |
| #220 Non-targeting | Resistant            | #220 Non-targeting | 0.0775           |
| #202               | 0.1237               | #202               | 0.1213           |
| #203               | 0.0114               | #203               | 0.0565           |
| #205               | 0.0060               | #205               | 0.6606           |
| #206               | 0.0585               | #206               | 0.0153           |
| #212               | 0.4836               | #212               | 0.0710           |
| #213               | 0.0957               | #213               | 0.0887           |
| #214               | 0.0070               | #214               | 0.1735           |
| #215               | 0.2017               | #215               | 3.7590           |
| #216               | 0.0023               | #216               | 0.1329           |

**Supplementary Table 2. Genetic aberrations associated with DHL-BCL-2 in *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphoma cell line vs preB-ALL samples**

| Symbol        | logFC      | AveExpr    | t          | P Value    | adj. P Val | B          |
|---------------|------------|------------|------------|------------|------------|------------|
| <i>Bcl2</i>   | 3.03189704 | 6.47865835 | 10.767508  | 2.85E-06   | 9.72E-05   | 5.25618765 |
| <i>Myc</i>    | 2.77160562 | 10.1998518 | 7.6344228  | 4.35E-05   | 0.00058838 | 2.16180242 |
| <i>Ccnd3</i>  | -2.7920331 | 7.6830191  | -4.9339313 | 0.00101976 | 0.00524665 | -1.2170688 |
| <i>Ep300</i>  | 0.68572877 | 7.17750639 | 4.3817201  | 0.00198561 | 0.00840557 | -1.9372383 |
| <i>Id3</i>    | -1.2449087 | 6.33699475 | -3.2608508 | 0.01060075 | 0.02904999 | -3.6985044 |
| <i>Bcl6</i>   | -2.6223456 | 0.56892865 | -2.4145289 | 0.04067919 | 0.08353911 | -4.2020396 |
| <i>Trp53</i>  | -0.3153439 | 7.97362703 | -2.1427842 | 0.06224146 | 0.1162064  | -5.5029926 |
| <i>Kras</i>   | 0.48356277 | 6.51391025 | 1.76100632 | 0.11375822 | 0.18798887 | -6.0352654 |
| <i>Card11</i> | 0.51811362 | 5.80516733 | 1.18387129 | 0.26856595 | 0.36892007 | -6.7151314 |
| <i>Braf</i>   | -0.2389598 | 5.30368528 | -1.0908689 | 0.30504277 | 0.40824343 | -6.8100652 |
| <i>Stat6</i>  | 0.19541311 | 7.10817456 | 0.97207585 | 0.35764185 | 0.46252276 | -7.0400542 |
| <i>Ezh2</i>   | 0.15396148 | 7.90584374 | 0.66625792 | 0.52277057 | 0.61981593 | -7.3062096 |
| <i>Crebbp</i> | -0.0208034 | 5.94473496 | -0.081113  | 0.93721426 | 0.95422244 | -7.4857799 |
| <i>Tcf3</i>   | -0.0224663 | 9.26224201 | -0.0719752 | 0.94427287 | 0.9600356  | -7.5513546 |

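The table lists genes recurrently altered in human lymphoma with the authors' limma statistics for the lymphoma lines against preB-ALL, where a positive log2 fold change is a higher value in the lymphoma lines. In the re-analysis of the deposited CPM, 12 of these genes were compared, and 5 of the 12 had an adjusted p-value under 0.05 over all tested genes, and 5 when adjusted over the 12 genes alone. Besides *Bcl2*, *Myc* and *Ep300*, these were *Ccnd3*, with a log2 fold change of -2.80 (standard error 0.566, adjusted p = 0.00465, limma), and *Id3*, with -1.25 (standard error 0.382, adjusted p = 0.0282, limma). The 7 others of the 12 did not pass. Among these, *Bcl6* had the largest change, a log2 fold change of -2.48 with a standard error of 1.27 (adjusted p = 0.147, limma), and line #180 lay apart with 9.15 CPM against 0.0862 to 1.67 CPM in the 5 other lines. The log2 fold change of *Bcl6* lay between -3.151 and -1.383 across 18 alternatives, and 1 of them brought it past the threshold. *Trp53* had a log2 fold change of -0.33 (adjusted p = 0.0792, limma), and *Braf* had -0.25 (adjusted p = 0.364, limma). Across the alternatives, the adjusted p-value of *Trp53* lay between 0.00517 (DESeq2) and 0.129 (limma), and that of *Braf* between 0.0320 (limma without a scaling factor) and 0.484 (limma). *Ezh2* (0.14), *Crebbp* (-0.04) and *Tcf3* (-0.03) had log2 fold changes smaller than their standard errors, and their direction changed under at least 1 alternative.

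**Figure D3:**
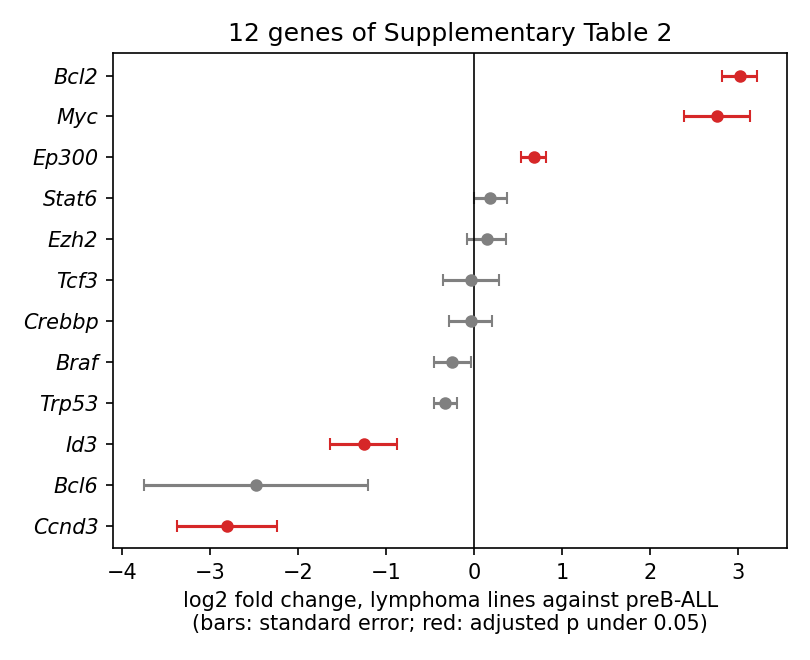
Log2 fold change of 12 genes of the table in the 6 lymphoma lines against the 2 preB-ALL libraries, with standard errors as bars and genes with an adjusted p-value under 0.05 from limma in red. *Bcl2* (3.02), *Myc* (2.76) and *Ep300* (0.68) lie right of 0 in red, and *Id3* (-1.25) and *Ccnd3* (-2.80) lie left of it.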

The statistical significance between groups was determined by one-sided moderated *t*-test and multiple comparisons were adjusted to control the false discovery rate (FDR) using the method of Benjamini and Hochberg.

**Supplementary Table 3. Guide RNAs designed for CRISPR activation system**

| Targets                   | gRNA sequences (5'→3') |
|---------------------------|------------------------|
| Non-targeting             | GCCGTAAGCGGGCCGGTTGA   |
| <i>Bcl-2</i> sgRNA1       | GCGGGCGGGCGCTCAGAGGA   |
| <i>Bcl-2</i> sgRNA2       | CAGGAAACCAGGCGCTCCGG   |
| <i>Bcl-2</i> sgRNA3       | GGAGAATGAAGTAAGAGGCC   |
| <i>Cd4</i> sgRNA          | TCTGGAATGTCACTATTGTT   |
| <i>Cd19</i> sgRNA         | TAAGTGCTGGGTGACAGGGA   |
| <i>Irf4</i> sgRNA         | CTGCGGGACACCCAGGCACA   |
| <i>Mdm2</i> sgRNA         | CGCGCGCACGCCCCGATGCC   |
| <i>Bcl2a1a (A1)</i> sgRNA | AGCCAAAGTTCAGACTGTGA   |
| <i>Mcl-1</i> sgRNA        | TTCCGGCCGGAGCGCTCTCG   |

**Supplementary Table 4. Detailed information on mice used for haematopoietic cell analysis**

| Sample name | Strain                            | Gender | Age in days |
|-------------|-----------------------------------|--------|-------------|
| #264        | WT                                | Male   | 60          |
| #265        | WT                                | Male   | 60          |
| #266        | WT                                | Male   | 60          |
| #267        | WT                                | Male   | 60          |
| #268        | WT                                | Male   | 60          |
| #533        | <i>dCas9a-SAM<sup>KI/KI</sup></i> | Male   | 64          |
| #534        | <i>dCas9a-SAM<sup>KI/KI</sup></i> | Male   | 64          |
| #535        | <i>dCas9a-SAM<sup>KI/KI</sup></i> | Male   | 64          |
| #536        | <i>dCas9a-SAM<sup>KI/KI</sup></i> | Male   | 64          |
| #537        | <i>dCas9a-SAM<sup>KI/KI</sup></i> | Male   | 64          |

**Supplementary Table 5. Fluorochrome conjugated antibodies used for immune cell staining**

| Antibody                           | Dilutions | Clone name | Catalog number | Source                    |
|------------------------------------|-----------|------------|----------------|---------------------------|
| B220                               | 1:200     | RA3-6B2    | #103244        | BioLegend                 |
| CD4                                | 1:800     | Gk1.5      | #100434        | BioLegend                 |
| CD8                                | 1:400     | 53-6.7     | #563234        | BD Horizon                |
| IgD                                | 1:400     | 11-26c.2a  | #563110        | BD Horizon                |
| IgM                                | 1:50      | 5.1        | N/A (in house) | WEHI                      |
| MAC1                               | 1:800     | M1/70      | #557657        | BD Pharmingen             |
| GR1                                | 1:400     | RB6-8C5    | #108448        | BioLegend                 |
| TCR $\beta$                        | 1:400     | H57-597    | #109222        | BioLegend                 |
| CD19                               | 1:400     | 1D3        | #152414        | BioLegend                 |
| TER-119                            | 1:200     | TER-119    | #553672        | BD Pharmingen             |
| CD138                              | 1:400     | 281-2      | #561070        | BD Pharmingen             |
| CD38                               | 1:500     | Ab90       | #562770        | BD Pharmingen             |
| FAS                                | 1:200     | Jo2        | #557653        | BD Pharmingen             |
| CD43                               | 1:200     | S7         | N/A (in house) | WEHI                      |
| Cas9 (for Intracellular staining)  | 1:50      | 7A9-3A3    | #35193         | Cell Signaling Technology |
| BCL-2 (for Intracellular staining) | 1:100     | BCL2/10C4  | #633508        | BioLegend                 |
| BIM (for Intracellular staining)   | 1:100     | 3C5        | N/A (in house) | WEHI                      |

**Supplementary Table 6. Primary antibodies used for Western blot analysis**

| Antibody          | Dilutions | Clone name | Catalog number  | Source                       |
|-------------------|-----------|------------|-----------------|------------------------------|
| HSP70             | 1:10000   | N6         | N/A (in house)  | Gift, Dr W. Welch, USCF      |
| $\beta$ -Actin    | 1:1000    | 13E5       | #4970           | Cell Signaling Technology    |
| Mouse BCL-2       | 1:1000    | 3F11       | #554218         | BD Pharmingen                |
| Human/mouse BCL-2 | 1:1000    | 7/Bcl-2    | #610539         | BD Transduction Laboratories |
| TRP53             | 1:500     | CM5        | #NCL-L-p53-CM5p | Novocastra                   |
| BIM               | 1:1000    | ployclone  | #ADI-AAP-330    | Enzo                         |
| MCL-1             | 1:1000    | 14C11-20   | N/A (in house)  | Gift, DCS Huang, WEHI        |
| BCL-XL            | 1:1000    | 9C9        | N/A (in house)  | WEHI                         |
| A1                | 1:500     | 6D6        | N/A (in house)  | WEHI                         |

# Supplementary material for: Generation of a CRISPR activation mouse that enables modelling of aggressive lymphoma and interrogation of venetoclax resistance
**Source:** Nat Commun. 2022 Aug 12;13:4739. doi: 10.1038/s41467-022-32485-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1:** Molecular Signature database analysis *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* lymphomas vs preB-ALL.

**Supplementary Data 2:** Significantly enriched sgRNAs from whole genome CRISPR activation screens in *Eμ-Myc/dCas9a-SAM<sup>KI/+</sup>/sgBcl-2* cell line #214, #216 treated with IC80 doses of venetoclax vs treatment with (negative control) DMSO.

**Supplementary Data 3:** CRISPR screen sequencing read raw data of cell line #214, #216.

# Supplementary material for: Generation of a CRISPR activation mouse that enables modelling of aggressive lymphoma and interrogation of venetoclax resistance
**Source:** Nat Commun. 2022 Aug 12;13:4739. doi: 10.1038/s41467-022-32485-9
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometry data was acquired using BD FACSDiva software v8.0.

Data analysis Flow cytometry data was analysed with FlowJo v10. Graphs were generated and P-values were calculated with Prism v8.2.0. RNA sequencing data was analysed and visualized with Rsubread v2.6.4, edgeR v3.34.1, limma v3.48.3, pheatmap v1.0.12, Molecular Signatures Database v7.5.1, and MiXCR v3.0.6 software. CRISPRa screening data was analysed with edgeR v3.30.3 software and relevant custom codes are deposited in the GitHub [<https://github.com/goknurginer/crispra-screen-analysis>].

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE205509 [<https://>

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a ☐ Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a ☐ Involved in the study

☒ ☐ ChIP-seq

☐ ☒ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies used

Antibodies used for flow cytometry were:

B220 (RA3-6B2, #103244, BioLegend)  
 CD4 (Gk1.5, #100434, BioLegend)  
 CD8 (53-6.7, #563234, BD Horizon)  
 IgD (11-26c.2a, #563110, BD Horizon)  
 IgM (5.1, WEHI)  
 MAC1 (M1/70, #557657, BD Pharmingen)  
 GR1 (RB6-8C5, #108448, BioLegend)  
 TCRbeta (H57-597, #109222, BioLegend)  
 CD19 (1D3, #152414, BioLegend)  
 TER-119 (TER-119, #553672, BD Pharmingen)  
 CD138 (281-2, #561070, BD Pharmingen)  
 CD38 (Ab90, #562770, BD Pharmingen)  
 FAS (Jo2, #557653, BD Pharmingen)  
 CD43 (S7, WEHI)  
 Cas9 (7A9-3A3, #35193, Cell Signaling Technology)  
 BCL-2 (BCL2/10C4, #633508, BioLegend)  
 BIM (3C5, WEHI)

Primary antibodies used for Western blotting were:

HSP70 (N6, Gift, Dr W. Welch, USCF)  
 beta-Actin (13E5, #4970, Cell Signaling Technology)  
 Mouse BCL-2 (3F11, #554218, BD Pharmingen)  
 Human/mouse BCL-2 (7/Bcl-2, #610539, BD Transduction Laboratories)  
 TRP53 (CM5, #NCL-L-p53-CM5p, Novocastra)  
 BIM (polyclone, #ADI-AAP-330, Enzo)  
 MCL-1 (14C11-20, Gift, DCS Huang, WEHI)  
 BCL-XL (9C9, WEHI)  
 A1 (6D6, WEHI)

Secondary antibodies used for Western blotting were:

HRP-conjugated secondary antibodies to detect mouse IgG (#1010-05, polyclonal, Southern Biotech)  
 HRP-conjugated secondary antibodies to detect rat IgG (#3010-05, polyclonal, Southern Biotech)  
 HRP-conjugated secondary antibodies to detect rabbit IgG (#4010-05, polyclonal, Southern Biotech)

## Validation

Validation data for commercial antibodies are available on vendor websites. Flow cytometry antibodies were validated by demonstrating that they stain the cell types that express the surface markers detected by these antibodies. Antibodies for Western blotting were validated by showing that they recognize a protein of the expected molecular weight and that the intensity of the protein band is increased when cells are manipulated to overexpress targeting corresponding genes. Detailed validation information was as followed:

Antibodies used for flow cytometry:

B220 (RA3-6B2, BioLegend) <https://www.biolegend.com/nl-be/products/brilliant-violet-605-anti-mouse-human-cd45r-b220-antibody-7870>  
 CD4 (Gk1.5, BioLegend) <https://www.biolegend.com/fr-ch/products/percp-cyanine5-5-anti-mouse-cd4-antibody-4220>  
 CD8 (53-6.7, BD Horizon) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-rat-anti-mouse-cd8a.563234>  
 IgD (11-26c.2a, BD Horizon) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-rat-anti-mouse-igd.563110>  
 IgM (5.1, WEHI) This antibody was validated by demonstrating that it could distinguish B cell populations that expressed IgM or not (Supp. Fig. 4b).  
 MAC1 (M1/70, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-cd11b.557657>  
 GR1 (RB6-8C5, BioLegend) <https://www.biolegend.com/ja-jp/products/alexa-fluor-594-anti-mouse-ly-6g-ly-6c-gr-1-antibody-9672>  
 TCRbeta (H57-597, BioLegend) <https://www.biolegend.com/fr-fr/products/pe-cyanine7-anti-mouse-tcr-beta-chain-antibody-4144>  
 CD19 (1D3, BioLegend) <https://www.biolegend.com/de-de/products/alexa-fluor-700-anti-mouse-cd19-antibody-22036>  
 TER-119 (TER-119, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/biotin-rat-anti-mouse-ter-119-erythroid-cells.553672>  
 CD138 (281-2, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd138.561070>  
 CD38 (Ab90, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-cd38.562770>  
 FAS (Jo2, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-hamster-anti-mouse-cd95.557653>  
 CD43 (S7, WEHI) Wells SM, Kantor AB, Stall AM. CD43 (S7) expression identifies peripheral B cell subsets. J Immunol. 1994 Dec 15;153(12):5503-15. PMID: 7989752.  
 Cas9 (7A9-3A3, Cell Signaling Technology) <https://www.cellsignal.com/products/antibody-conjugates/cas9-7a9-3a3-mouse-mab-pe-conjugate/35193>  
 BCL-2 (BCL2/10C4, BioLegend) <https://www.biolegend.com/it-it/products/pe-anti-bcl-2-antibody-6466>  
 BIM (3C5, WEHI) Hockings C, Alsop AE, Fennell SC, et al. Mcl-1 and Bcl-xL sequestration of Bak confers differential resistance to BH3-only proteins. Cell Death Differ. 2018;25(4):721-734. doi:10.1038/s41418-017-0010-6

Primary antibodies used for Western blotting:

HSP70 (N6, Gift, Dr W. Welch, USCF) Ellis S, Killender M, Anderson RL. Heat-induced alterations in the localization of HSP72 and HSP73 as measured by indirect immunohistochemistry and immunogold electron microscopy. J Histochem Cytochem.

2000;48(3):321-332. doi:10.1177/002215540004800302

beta-Actin (13E5, Cell Signaling Technology) <https://www.cellsignal.com/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970>  
Mouse BCL-2 (3F11, BD Pharmingen) <https://www.bdbiosciences.com/en-au/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/purified-hamster-anti-mouse-bcl-2.554218>

Human/mouse BCL-2 (7/Bcl-2, BD Transduction Laboratories) <https://www.bdbiosciences.com/en-au/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-bcl-2.610539>

TRP53 (CM5, Novocastra) <https://shop.leicabiosystems.com/us/ihc-ish/ihc-primary-antibodies/pid-p53-protein-cm5>

BIM (polyclone, Enzo) <https://www.enzolifesciences.com/ADI-AAP-330/bim-bod-polyclonal-antibody/>

MCL-1 (14C11-20, Gift, DCS Huang, WEHI) Brennan MS, Chang C, Tai L, et al. Humanized Mcl-1 mice enable accurate preclinical evaluation of MCL-1 inhibitors destined for clinical use. Blood. 2018;132(15):1573-1583. doi:10.1182/blood-2018-06-859405

BCL-XL (9C9, WEHI) Grabow S, Kueh AJ, Ke F, et al. Subtle Changes in the Levels of BCL-2 Proteins Cause Severe Craniofacial Abnormalities. Cell Rep. 2018;24(12):3285-3295.e4. doi:10.1016/j.celrep.2018.08.048

A1 (6D6, WEHI) This antibody was validated in this paper (Fig.7c) as A1 expression was increased when cells were transduced with A1 SAM sgRNA.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | 293T were purchased from ATCC. The Eμ-Myc lymphoma-derived cell lines EMRK-1184 and MRE-721 have been described in Baell JB, et al. Nature. 2018 Aug;560(7717):253-257 and Kotschy, A et al. Nature. 2016 Oct 27;538(7626):477-482, respectively. The Eμ-Myc/dCas9a-SAMKI/+;sgBcl-2 (or sgMdm2, or sgNT) lymphoma cell lines were derived from tumour tissues of female mice. Primary B cells or T cells were generated from splenocytes of WT or dCas9a-SAM KI mice (both genders). HSPCs and MEFs were generated from E14.5 embryos of dCas9a-SAMKI/+ mice. |
| Authentication                                                    | Cell lines were authenticated by their morphology and functions according to ATCC instructions or published studies. No additional specific authentication was performed.                                                                                                                                                                                                                                                                                                                                                                                     |
| Mycoplasma contamination                                          | All cell lines were tested as negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified line was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice are Mus musculus maintained on a C57BL/6 background. For haematopoietic cell analysis and tissue westerns, WT, dCas9a-SAMKI/KI mice of 8-week old male mice were used. For haematopoietic reconstitution and MEF generation, 10-20-week old Eμ-Myc male mice and dCas9a-SAMKI/KI female mice were intercrossed to obtain Eμ-Myc;dCas9a-SAMKI/+ embryos. Fresh E14.5 foetal liver cells (a rich source of HSPCs) of Eμ-Myc;dCas9a-SAMKI/+ embryos were used. For haematopoietic reconstitution, 6-week old female recipient mice were used. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | No sex-based analysis was performed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All mouse experiments were performed according to the guidelines of the animal ethics committee of WEHI.                                                                                                                                                                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

For the surface staining, cells were washed and resuspended in 50  $\mu$ L of FACS Buffer (5% FBS, 5  $\mu$ M EDTA in PBS) with diluted antibodies for 30 minutes on ice in the dark. Cells were washed once in FACS buffer before analysing. Staining with PI (1  $\mu$ g/mL) was used to exclude dead cells. For the intracellular staining, cells were fixed and permeabilized and then stained using the Intracellular Fixation & Permeabilization Buffer Set according to the manufacturer's instructions.

Instrument

Flow cytometry was performed using BD LSR IIW or LSR Fortessa X20.

Software

Flow cytometry data was acquired using BD FACSDiva software v8.0. Data analysis was performed using FlowJo v10.

Cell population abundance

Virally transduced cells were sorted using BD Aria W by enriching for eGFP-positive cells.

Gating strategy

The flow cytometry profiles were gated preliminary on FSC-A/SSC-A lymphocytes population, then on FSC-A/FSC-H for single cell population, then on PI- for live cells. Additional gatings were performed as described in figures or figure legends for individual experiments.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

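The deposited data are RNA-seq expression values of 20 mouse libraries. They are 10 MEF libraries (2 WT, 2 *dCas9a-SAM* KI/+ without an sgRNA, 2 with sgNT and 4 with sg*Bcl-2*), 6 sg*Bcl-2* lymphoma cell lines, 2 primary sg*Bcl-2* tumours and 2 preB-ALL libraries. Samples were mapped to conditions from their labels and the paper's methods and figures. The labels of the 2 primary tumours give opposite mouse numbers in 2 places, so neither tumour was paired with a cell line in the main test. The CRISPRa screens, drug assays and protein measurements of the paper were not analysed here.

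The authors aligned the reads with Rsubread 2.6.4 to GRCm38, counted them per gene by Entrez gene identifier and deposited the values as CPM, each divided by the total of its column and without a log. The authors then filtered low counts, applied voom and tested with limma 3.48.3 and edgeR 3.34.1. These last steps are not part of the deposited CPM values. Gene symbols and coordinates were taken from the NCBI gene table of GRCm38.p6, which matched 25242 of the 25869 identifiers. A further 14 were matched in GENCODE, and 613 were left without a symbol. Transcript length and GC content were available for 21556 genes.

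Each CPM column steps in whole multiples of the value of 1 read, and 100% of the values came out as whole reads. The recovered depth was between 12474885 and 26678417 reads per library, with a median of 23229458. The preB-ALL libraries were the shallowest. The planned main test was edgeR's quasi-likelihood test if the table held counts, or limma if it held log2 values. As the deposited unit is CPM, limma on log2(CPM + 0.1) was used as the main test, and edgeR on the recovered reads became an alternative.

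Computation used R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with matplotlib 3.10.9 for the figures. For each comparison, only the libraries of its groups were fitted. Genes were kept by edgeR's filterByExpr on the recovered reads, TMM factors were computed on the kept genes, and limma's lmFit and eBayes with trend were applied. P-values were adjusted by Benjamini and Hochberg, with a threshold of 0.05. The 7 comparisons were sgNT against WT, sg*Bcl-2* against sgNT, no sgRNA against WT and sgNT against no sgRNA in MEFs, lymphoma lines against preB-ALL, IgM-negative against IgM-positive lines, and primary tumours against the lines of the same mice.

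Reactome sets of 10 to 500 tested genes came with fgsea and were tested with limma's camera at an inter-gene correlation of 0.01. The most variable genes were the 200 with the largest variance of log2 CPM with a prior count of 2. Clonality was read from the share of immunoglobulin V reads on the top V gene, with 95% Wilson intervals and with 3 reads as the smallest share shown. Immunoglobulin V genes share reads with their close copies, and their shares are uncertain. Whether the authors' counting used the strand was not stated, so antisense and overlapping genes are uncertain as well.

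The genes named in the text are those of Supplementary Table 2, those that the paper names for the RNA-seq data, the BCL-2 family and B cell genes whose protein it reports, and in each comparison all called genes if 10 or fewer, otherwise the 3 with the smallest adjusted p-value in each direction whose groups did not overlap. A few genes that the rule covers are not reported here. Genes outside this rule are marked as chosen after their values were seen, or serve as markers of sex or cell type or as neighbours of *Bcl2*. The pairing of MEF libraries comes from the MEF line numbers in the labels. It was checked by the correlation across genes of the line 1 minus line 2 differences of the groups.

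Conditions, tests, the rule for named genes and the following alternatives were set before the data were examined. They were DESeq2, limma-voom, RLE scaling, no low-count filter, a threshold of 0.01, an absolute log2 fold change of at least 1, all 10 MEF libraries in the fit, a replicate block, the sg*Bcl-2* libraries summed per MEF line, the primary tumours in place of their lines, other sets of lines for the tumours, replicates left out in turn, an estimated inter-gene correlation, the removal of fibroblast-enriched genes, a prior count of 0.5, and other V genes for the shares. Each replicate was left out for sg*Bcl-2* against sgNT, lymphoma lines against preB-ALL and tumours against their lines. Of the lines compared by IgM status, only the IgM-positive ones were left out. No replicate was left out in the other MEF comparisons, so sgNT against WT was not fitted without WT MEF 2. Alternatives chosen after seeing the data were edgeR on the recovered reads, no scaling factor, pseudocounts of 0.5 and 1, limma-voom over all 10 MEF or all 20 libraries, fits without mitochondrial genes, a replicate block by the mouse numbers in the titles or in the descriptions of the tumour libraries, and other scalings, voom values or pseudocounts for the Reactome and top 200 counts. The statistical code was tested on simulated data drawn from the real means, depths and spread, with 200 genes changed 4-fold or 16-fold. The median recovered log2 fold change of the 4-fold genes was between 1.97 and 2.03. Camera found the raised set and called 0 random sets. No group comparison had 3 or more libraries in each group, so other splits of the samples were not counted.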

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

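The tests of sex-linked genes, of the embryos behind the MEF line numbers and of transcript length in the primary tumours, and the replicate block of the tumours, were chosen only after the results they bear on were seen.

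Of 29 groups of 4 to 6 samples checked for a sample far from the others, 2 had one, where chance alone gives about 1.4. *Bcl6* had 9.15 CPM in lymphoma line #180 against 0.0862 to 1.67 CPM in the 5 other lines, a gap of 0.825 of the whole range. *Ptprc* had 362 CPM in line #214 against 166 to 236 CPM, a gap of 0.643 of the range. No technical or biological explanation was tested for these 2 values.

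The paper does not report the RNA-seq comparison of sg*Bcl-2* with sgNT MEFs across genes. In it, 1592 of 14676 genes had an adjusted p-value under 0.05 in limma, 970 higher and 622 lower with sg*Bcl-2*, and 411 of them changed at least 2-fold. With the MEF line as a replicate block, 2148 genes passed, and 1584 of the 1592 were among them. *Il1rl1* rose from 73.3 ± 2.25 CPM (SD, n = 2) to 370 ± 9.92 CPM (SD, n = 4), a log2 fold change of 2.42 (standard error 0.059, adjusted p = 7.80e-07, limma), larger than that of *Bcl2*. *Neat1* had a log2 fold change of -1.83 (standard error 0.141, adjusted p = 0.000902, limma). *Ankrd37* (1.85) and *Fam20c* (1.32) were higher, and *Whrn* (-1.17) and *Rasl11b* (-1.40) lower, by the same rule. Bias by GC content was not borne out, as the log2 fold change had a Spearman's rho of 0.087 with transcript GC content, and bias by transcript length was not borne out either, with a rho of 0.096. An effect of raised BCL-2 on the cells, binding of the sgRNAs at other sites and differences between cultures may each contribute and were not tested, since the guide sites were not analysed here. Only 2 MEF lines stand behind the 6 libraries, and 64 genes passed when all 10 MEF libraries shared the estimate of the spread.

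The comparison of sgNT MEFs with *dCas9a-SAM* KI/+ MEFs without an sgRNA is not reported by the paper either. Of 14655 genes, 6025 had an adjusted p-value under 0.05 in limma, 2961 higher and 3064 lower with sgNT. Whether the 2 libraries without an sgRNA come from different embryos was not settled. If they do not, their spread is too small and the count of 6025 too large. The most significant were *Dpt* (log2 fold change 5.87), *Aspn* (4.30) and *Tril* (5.86) among the higher and *Col18a1* (-3.97), *Ngfr* (-4.82) and *Itga6* (-3.33) among the lower. Of the called genes, 3.3% lie on X or Y. Of 15158 genes expressed in the MEFs, 14627 lie elsewhere, so X and Y genes could not make up most of 6025 calls. The share therefore does not decide whether sex contributes, and effects of sex on other genes were not tested. Bias by GC content was not borne out, with a rho of 0.058. Transcript length had a rho of -0.111, a weak correlation that leaves a small length bias open. The line 1 against line 2 differences of the 2 groups had a correlation of -0.047 across genes, which alone does not tell whether the line numbers stand for the same embryos. *Xist* had 0.258 CPM in line 2 without an sgRNA and 566 CPM in line 2 with sgNT, and *Ddx3y* on the Y chromosome had 110 and 0.124 CPM, so the 2 libraries numbered 2 differ in sex and come from different embryos. A biological explanation is the sgRNA vector and its selection. It cannot be told apart from different embryos.

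Between IgM-negative lines #214 and #216 and the 4 IgM-positive lines, 80 of 12386 genes had an adjusted p-value under 0.05 in limma, 6 higher and 74 lower in the IgM-negative lines, where the paper reports no comparison. *Man1a* (log2 fold change -7.84, adjusted p = 0.00163, limma), *Slc30a4* (-8.30) and *Stk26* (-7.23) led the lower genes. *Xist* (11.45, adjusted p = 0.00410, limma), *Tubb2a* (1.48) and *Hrh3* (5.93) led the higher ones. *Xist* had 1839 and 2249 CPM in the IgM-negative lines and at most 2.05 CPM in an IgM-positive line. *Ddx3y* on the Y chromosome had 159 and 67.8 CPM in line A and line #180, and at most 0.0431 CPM in the 4 other lines, IgM-positive lines #202 and #213 among them. Y-linked RNA therefore does not follow IgM status, but *Xist* does. Still, 7.5% of the called genes lie on X or Y, so sex-linked genes do not make up most calls, and effects of sex on other genes were not tested. Depth was not lower enough to account for them, as the lowest IgM-negative depth was 0.87 of the highest IgM-positive depth, and GC content had a rho of -0.043. These tests leave a difference by IgM status as a hypothesis, which cannot be told apart from a difference that goes with *Xist*. The count was between 1 and 749 across the alternatives and rests on 2 lines against 4.

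Between the 2 primary tumours and the lines of the same mice, 42 of 12719 genes had an adjusted p-value under 0.05 in limma, 34 higher and 8 lower in the tumours, a comparison the paper does not report. All named genes had an adjusted p-value of 0.0498, just under the threshold. *Anxa2* (log2 fold change 8.51), *Cxcr3* (8.39) and *Ms4a1* (6.81) were higher and *Ak4* (-6.71), *Arhgap21* (-2.27) and *Insm1* (-6.90) lower. *Cxcr3* was listed at 0 in both lines. With a replicate block by the mouse numbers of the titles, chosen after the data were seen, 3595 genes passed, all 42 among them. By the numbers of the descriptions 0 passed (1795 at an unadjusted p-value under 0.05). The top heavy-chain and kappa V genes pair the libraries as the titles do, and argue against the pairing of the descriptions. RNA of other cells in the tumours is a candidate explanation for the higher genes, as 3 of 4 marker lists (T cell, myeloid and erythroid, but not fibroblast) had a median at least 4-fold higher in both tumours than in the lines. The myeloid median was 1.45 and 1.52 CPM in the tumours and 0.0406 and 0.0562 CPM in the lines. The T cell median was 0.33 and 0.40 CPM in the tumours and 0 and 0.056 CPM in the lines. The erythroid median was 0.44 and 0.47 CPM in the tumours and 0.020 and 0 CPM in the lines. So near 0, a few reads make a 4-fold difference, and the T cell and erythroid lists say little. The pattern cannot be told apart from bias by GC content (rho 0.224) or by transcript length (rho -0.299). A biological explanation by growth in the animal against culture therefore remains open.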

How the results depend on the processing

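The edgeR fits, the fits without a scaling factor, those with a pseudocount of 0.5 or 1, those without mitochondrial genes, limma-voom over all 10 MEF or all 20 libraries and the replicate block of the tumours were chosen only after the data were seen. Where a value changed below, the cause was not tested.

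Of the results that answer a comparison, 178 alternative values stayed on the same side of their threshold or within 1.5 times the count, 45 moved, 3 became stronger, 2 weaker and 1 reversed. Among single genes, 536 stayed the same, 23 moved, 8 became stronger, 45 weaker and 7 reversed. Values with 1 library left in a group have no test and are counted only as the same or moved, also where their sign changed.

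For sgNT against WT MEFs, the 0 genes became 88 with DESeq2, 67 with all 10 MEF libraries in the fit (51 higher, 16 lower), 43 with limma-voom over all 10 MEF libraries (32 and 11) and 146 with limma-voom over all 20 libraries (122 and 24). For no sgRNA against WT, the 0 genes became 188 with DESeq2 and 718 with all 10 MEF libraries. For sg*Bcl-2* against sgNT, the 1592 genes became 411 at an absolute log2 fold change of at least 1, 319 at a threshold of 0.01, 64 with all 10 MEF libraries (all 64 among the 1592) and 2655 with libraries summed per line and the replicate block. They numbered from 960 to 1638 across the 4 fits that each left out one sg*Bcl-2* replicate. Without a scaling factor, 710 were higher and 1137 lower, against 970 and 622. For sgNT against no sgRNA, the 6025 genes became 1643, 3489 and 902 in the first 3 of these settings, and 900 of the 902 were among the 6025.

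With the MEF line number as a replicate block, 0 genes passed for sgNT against WT (790 at an unadjusted p-value under 0.05), 0 for no sgRNA against WT (927) and 5378 for sgNT against no sgRNA. Same-numbered lines of these pairs had correlations across genes of 0.055, 0.049 and -0.047. WT lines are other embryos than those with the cassette, and the sgNT line and the line without an sgRNA that are both numbered 2 differ in sex. The difference of the 2 tumours had a correlation across genes of 0.597 with that of their lines by the mouse numbers of the titles, and of -0.597 by those of the descriptions. With these numbers as a replicate block, the 42 genes became 3595 by the titles and 0 by the descriptions (1795 unadjusted), and *Bcl2* had a log2 fold change of 0.57 (adjusted p = 0.0259 and 0.379, limma). No paired analysis was possible for the other lymphoma comparisons because their groups share no replicate numbers.

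For lymphoma lines against preB-ALL, the 6064 genes became 3793 at a threshold of 0.01 and 3676 with the primary tumours in place of their lines, and numbered from 5451 to 6060 across the 6 fits that each left out one lymphoma line. Without a scaling factor, 1691 were higher and 4400 lower, against 2921 and 3143. *Ep300* fell below the threshold without a scaling factor (0.31) and with the tumours (0.38). *Stat6* reversed without a scaling factor (-0.18), which is the shift of -0.36 in the median of all genes, and ranged from -0.01 to 0.29 across the 2 values that each left out one preB-ALL replicate. *Ezh2* ranged from -0.33 to 0.53 across these 2 values, and reversed with DESeq2 (-0.006), without a scaling factor (-0.22) and with the tumours (-0.14). *Crebbp* had a log2 fold change from -0.184 to 0.039 and *Tcf3* from -0.162 to 0.078 across the 6 fits that each left out one lymphoma line, reversing in 2 fits each, and *Tcf3* from -0.340 to 0.186 across the 2 values that each left out one preB-ALL replicate. *Myc* had a log2 fold change from 2.12 to 3.32 across the 2 values that each left out one preB-ALL replicate. The 351 Reactome sets became 0 with an estimated inter-gene correlation (83 unadjusted) and 116 of 733 without fibroblast-enriched genes. The 45 of the top 200 genes became 70 without these genes, and 33 without mitochondrial genes. The changes without fibroblast-enriched genes follow in part from the definition of the removed genes, which are low in the lymphoma lines.

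For IgM-negative against IgM-positive lines, the 80 genes became 28 at a threshold of 0.01, 24 with edgeR, 749 with DESeq2 (172 higher, 577 lower), 1 with limma-voom and 47 with a pseudocount of 1, and from 35 to 91 across the 4 fits that each left out one IgM-positive replicate. For primary tumours against their lines, the 42 genes became 0 at a threshold of 0.01 (3296 unadjusted), 0 with edgeR (3132), 0 with limma-voom (3224), 0 with RLE scaling (3291) and 0 without the low-count filter (3965). They became 79 without a scaling factor, 2100 with DESeq2, 2584 against all 6 lines and 1418 against the 4 IgM-positive lines. *Bcl2* in this comparison passed with DESeq2 (0.58, adjusted p = 0.0206) and against all 6 lines (0.74, adjusted p = 0.0320, limma), with adjusted p-values up to 0.379 (limma) among the alternatives, and had a log2 fold change from 0.53 to 0.65 across the values that each left out one replicate.

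The heavy-chain shares of 98.4% and 94.9% in line A and line #180 became 91.0% and 86.9% for kappa V genes. With only heavy-chain V genes of at least 10 reads, tumour libraries 20 and 21 moved from 90.2% to 91.9% and from 83.8% to 85.6%. The depth of lines #214 and #216 on heavy-chain V genes, 8 and 1 reads, limits only their heavy-chain shares, as 79.2% and 88.4% of their kappa V reads lay on a single gene.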

Differences from the paper's values

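The limma-voom fits over all 10 MEF and all 20 libraries were chosen only after the results were seen.

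The paper marks about 6 genes in Supplementary Fig. 3d, read by eye, for sgNT against WT MEFs, where 0 genes had an adjusted p-value under 0.05 in limma and 589 had an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 gave 88 and all 10 MEF libraries in the fit gave 67, while the others gave 0, and none closed the gap. Limma-voom over all 10 MEF libraries gave 43 and over all 20 libraries 146, and both were chosen after seeing the values. The legend of that panel states that gene expression showed no significant changes, which the 0 genes here match.

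The paper's text names *Stat6* among genes upregulated in the lymphoma lines against preB-ALL. Here its log2 fold change was 0.19 with an adjusted p-value of 0.453 (limma), and its adjusted p-values across the alternatives lay between 0.232 (limma) and 0.748 (DESeq2). Without the preB-ALL replicate CreER-LSL-Erg, an alternative set before the data were examined, it was -0.01. The log2 fold change of *Stat6* in the paper's Supplementary Table 2 lies within the error of the 0.19 found here, so the difference is with the text and not with that table.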

Other observations

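The tests of the spread of the WT pair and of the mitochondrial reads were chosen only after the results they bear on were seen.

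Many genes were lower in the lymphoma lines than in preB-ALL, and RNA of fibroblasts in the preB-ALL libraries is a candidate explanation for part of them. The lower preB-ALL library had a fibroblast marker median of 4.53% of the median MEF library. GC content (rho -0.094) and transcript length (rho 0.033) were not borne out. A batch difference cannot be told apart from tumour type, since 0 conditions have libraries of both kinds of column.

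The mitochondrial genes are listed at 0 in preB-ALL only. The 98 nuclear genes of the respiratory chain had a median log2 fold change of 0.211 between lymphoma lines and preB-ALL, which is consistent with mitochondrial reads that were not counted in those libraries, and not with a loss of the respiratory chain. No biological explanation was tested.

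That 0 genes passed between sgNT and WT MEFs may come from the spread between the 2 WT libraries, as the median residual SD was 3.25 times that of sgNT against no sgRNA. Among the 589 genes with an unadjusted p-value under 0.05, 5.1% lie on X or Y, so sex-linked genes do not make up most of them. The groups do differ in sex, as sgNT MEF 2 had 566 CPM of *Xist* and both WT libraries at most 0.266 CPM, and effects of sex on other genes were not tested. GC content had a rho of -0.067. Of 537 of them tested in all 3 MEF comparisons, 324 (60.3%) changed more between sgNT and no sgRNA than between no sgRNA and WT, but these genes were chosen by their difference between sgNT and WT, so the share is not a separate test of the sgRNA vector. Over all tested genes the vector is not singled out, as no sgRNA against WT had 1080 genes at an unadjusted p-value under 0.05, more than the 589 of sgNT against WT.

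Between the 2 WT libraries, 3603 of 12509 genes with at least 100 reads were at least 2-fold apart, 1792 higher and 1811 lower in WT MEF 2. GC content (rho 0.059) and transcript length (rho 0.087) were not borne out. The myeloid marker median was 16.38 CPM in WT MEF 2 and at most 0.345 CPM in the 9 other MEF libraries, so RNA of blood cells is a candidate explanation for higher genes. The fibroblast marker median was 398 CPM in WT MEF 2 and between 1739 and 2261 CPM in the 9 other MEF libraries, so fewer fibroblast transcripts are part of the lower genes. Among the lower genes was *Cdkn2a*, with 4.56 CPM in WT MEF 2 and 282 CPM in WT MEF 1, chosen after its values were seen. No biological explanation was tested.

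Between MEFs without an sgRNA and WT MEFs, 0 of 14546 genes had an adjusted p-value under 0.05 in limma, and 1080 had an unadjusted p-value under 0.05.

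The 2 genes near *Bcl2* that were higher with sg*Bcl-2*, *Pign* and *Serpinb2*, are 2 of 13 tested genes within 1 Mb. The nearest tested gene, *Kdsr*, had a log2 fold change of 0.13 (adjusted p = 0.291, limma), and *Vps4b* next to it 0.23 (adjusted p = 0.0675, limma), neither past the threshold. *Pign* and *Serpinb2* lie farther away than these, which does not favour activation that spreads from the target. Other genes changed across the genome too, so an effect unrelated to position could give the same 2 genes.

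*Bcl2* had 235 and 244 CPM in the 2 primary tumours and 148 and 164 CPM in line A and line #180, a log2 fold change of 0.57 (standard error 0.139, adjusted p = 0.103, limma). With the mouse as a replicate block, chosen after the data were seen, the adjusted p-value was 0.0259 by the titles, which pair the libraries as their V genes do, and 0.379 by the descriptions (limma). *Bcl2l1*, which encodes BCL-XL, had 10.5, 19.7, 1.97, 3.93, 12.2 and 6.77 CPM in line A and lines #180, #202, #213, #214 and #216. It had 9.19 ± 6.44 CPM (SD, n = 6) in the lines and 130 ± 66.9 CPM (SD, n = 2) in preB-ALL, a log2 fold change of -3.69 (adjusted p = 0.00583, limma).

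*Ighm* had 2711, 2649, 2110 and 1462 CPM in the IgM-positive line A and lines #180, #202 and #213 and 1178 and 1441 CPM in the IgM-negative lines (log2 fold change -0.68, adjusted p = 0.417, limma). *Ighd* had between 2.89 and 17.7 CPM and *Spn*, which encodes CD43, between 57.5 and 186 CPM in the 6 lines.

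Tumour library 20 and line #180 had the same top heavy-chain V gene, *Ighv1-47*, and the same top kappa V gene, *Igkv8-30*. Tumour library 21 and line A shared *Ighv1-77* and *Igkv17-127*. This is the pairing of the titles of these 2 libraries and the opposite of their descriptions, and no condition was changed for it. By the titles, the difference of the 2 tumours had a correlation across genes of 0.597 with that of their lines.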
